# Arginine methyltransferases PRMT2 and PRMT3 are essential for biosynthesis of plant-polysaccharide-degrading enzymes in *Penicillium oxalicum*

**DOI:** 10.1371/journal.pgen.1010867

**Published:** 2023-07-31

**Authors:** Shuai Zhao, Li-Xiang Mo, Wen-Tong Li, Lian-Li Jiang, Yi-Yuan Meng, Jian-Feng Ou, Lu-Sheng Liao, Yu-Si Yan, Xue-Mei Luo, Jia-Xun Feng

## Abstract

Many filamentous fungi produce plant-polysaccharide-degrading enzymes (PPDE); however, the regulatory mechanism of this process is poorly understood. A Gal4-like transcription factor, CxrA, is essential for mycelial growth and PPDE production in *Penicillium oxalicum*. Its N-terminal region, CxrA_Δ207–733_ is required for the regulatory functions of whole CxrA, and contains a DNA-binding domain (CxrA_Δ1–16&Δ59–733_) and a methylated arginine (R) 94. Methylation of R94 is mediated by an arginine N-methyltransferase, PRMT2 and appears to induce dimerization of CxrA_Δ1–60_. Overexpression of *prmt2* in *P*. *oxalicum* increases PPDE production by 41.4–95.1% during growth on Avicel, compared with the background strain Δ*ku70*;*hph*^R+^. Another arginine N-methyltransferase, PRMT3, appears to assist entry of CxrA into the nucleus, and interacts with CxrA_Δ1–60_ *in vitro* under Avicel induction. Deletion of *prmt3* resulted in 67.0–149.7% enhanced PPDE production by *P*. *oxalicum*. These findings provide novel insights into the regulatory mechanism of fungal PPDE production.

## Author summary

Fungal transcription factors (TFs) have important and complex functions in various cellular processes. However, only several TFs have been characterized, hindering a greater understanding of their regulatory functions and especially their detailed mechanisms of action. Plant-polysaccharide-degrading enzymes (PPDEs) are essential for vegetative growth of fungi, because they can degrade complex polysaccharides into monosaccharides, such as glucose, for use as a carbon source. PPDE biosynthesis in fungi is strictly regulated by a complex regulatory network mediated by TFs, but the mechanisms of TF action are poorly understood. This study found that regulation of PPDE biosynthesis by the TF, CxrA in *Penicillium oxalicum* appeared to require a methylated N-terminus, mediated by arginine N-methyltransferase PRMT2 and assistance to enter the nucleus by arginine N-methyltransferase PRMT3, which contributes to a greater understanding of regulation of fungal gene expression and provides potential new targets for genetic engineering.

## Introduction

In nature, plant-polysaccharide-degrading enzymes (PPDE) produced by heterotrophic fungi can efficiently digest plant polysaccharides, including cellulose, xylan and starch, into monosaccharides, which provides a carbon source to support fungal growth and development [1]. However, regulation of PPDE production by fungi is very complex, remaining incompletely understood thus far. Transcription factors (TFs) are centrally involved in this regulation and function at the gene transcription level.

The filamentous fungus *Penicillium oxalicum* is an excellent producer of PPDE that are used as biocatalysts for biorefining of renewable lignocellulosic biomass, to produce biologically-based chemicals, including biofuels. Several TFs have been identified as being involved in control of PPDE biosynthesis in *P*. *oxalicum* [1], including CxrA [2]. CxrA dynamically regulates the expression of genes encoding major PPDEs, such as *cbh1*, *eg1*, *bgl1* and *xyn11A*, as well as regulatory genes, such as *clrB*, *cxrC* and *cbh* [3–5]. The minimal DNA binding domain, CxrA_Δ1–16&59–733_ was found to bind the core DNA sequences 5’-ATCAGATCCTCAAAGA-3’ and 5’-GCTGAGTCCTT-3’ in the promoters of *cbh1* and *clrB*, respectively [4]. However, the mechanism of CxrA function remains to be fully elucidated, specifically its interaction partners and post-translational modification.

Protein methylation is carried out by methyltransferases, which commonly methylate nitrogen atoms in the ε-amino group of lysine and the guanidino group of arginine, respectively, using S-adenosyl-L-methionine as cofactor [6]. Arginine methylation is implicated in fundamental cellular processes, including DNA transcription, splicing and repair, as well as cellular metabolism [7]. Arginine methylation is catalyzed by protein arginine methyltransferase (PRMT), which is generally classified into four types. Type I and II are responsible for biosynthesis of asymmetric and symmetric *ω*-*N*^G^,*N*^G^-dimethylarginine, respectively. Type III is responsible for biosynthesis of *ω*-*N*^G^ monomethyl arginine only, and type IV is for *δ*-*N*^G^ monomethyl arginine; type IV is also specific to fungi [8]. In *Aspergillus nidulans*, *Aspergillus flavus* and *Penicillium expansum*, four PRMTs have been identified, i.e., PRMT1 (type I), PRMT3 (type I), PRMT5 (type II) and RMT2 (type IV). Of these, PRMT1, PRMT3 and PRMT5 are involved in fungal growth, development, stress responses and secondary metabolism [9–11]. However, the effects of these PRMTs on cellulase and xylanase biosynthesis in filamentous fungi have not been reported.

In this study, the molecular mechanism of CxrA regulation was comprehensively elucidated. Notably, methylation of CxrA by PRMT was essential for the proper function in positively regulating the biosynthesis of cellulase and xylanase in *P*. *oxalicum*.

## Results

### N-terminal residues 1–206 are required for the proper function of full-length CxrA

To identify the essential domain in CxrA, DNA sequences encoding a series of truncated CxrA peptides were introduced into the locus of gene *pepA* (*POX*_*d05452*) encoding an aspartic protease [12] in the *P*. *oxalicum* mutant Δ*cxrA*;*G418*^R+^, to generate the corresponding mutants, i.e., Δ61–733;*ble*^R+^, Δ207–733;*ble*^R+^, Δ592–733;*ble*^R+^, Δ1–16;*ble*^R+^, Δ1–60;*ble*^R+^ and Δ1–60&207–733;*ble*^R+^ (Fig 1A), and confirmed by PCR (S1 Fig) with specific primers (S1 Table). In the previous work, the mutant Δ*ku70*Δ*pepA*;*G418*^R+^ showed the same production of cellulase and xylanase relative to the Δ*ku70*;*hph*^R+^, as well as fungal growth on potato dextrose agar (PDA), suggesting that the *pepA* is not involved in the production of cellulase and xylanase, thereby being suitable for gene replacement by expression cassette. This also meant that the Δ*ku70*;*hph*^R+^ can represent the Δ*ku70*Δ*pepA*;*G418*^R+^ at least regarding the production of cellulase and xylanase [12]. When cultured in medium containing Avicel for 2–4 days after transfer from glucose, mutants Δ61–733;*ble*^R+^, Δ1–60;*ble*^R+^ and Δ1–60&207–733;*ble*^R+^ produced cellulase and xylanase at similar levels to Δ*cxrA*;*G418*^R+^, whereas production by mutant Δ592–733;*ble*^R+^ was comparable to that of the complementation strain C*cxrA*;*ble*^R+^. Mutant Δ207–733;*ble*^R+^ exhibited 25.8–26.4% reduced cellulase and xylanase production after 4 days compared with C*cxrA*;*ble*^R+^ (Fig 1B–1D). These results indicated that residues 1–591 of CxrA act like the wild-type CxrA for biosynthesis of cellulase and xylanase in *P*. *oxalicum*, whereas residues 1–206 were sufficient to obtain almost wild type-level CxrA activity (~75%).

**Fig 1:**
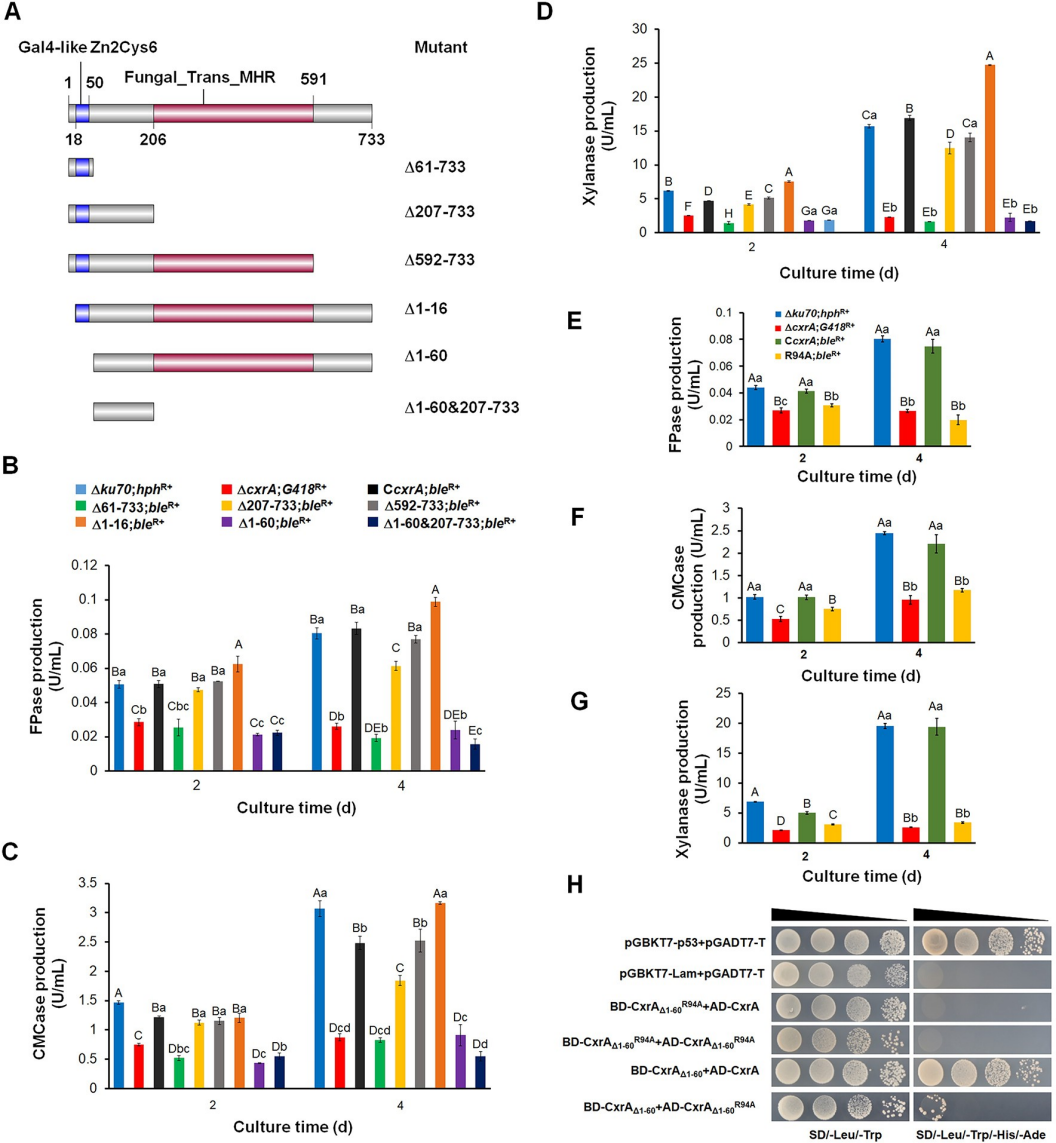
Influences of different regions (A–D) and arginine (R) 94 (E–H) of CxrA on cellulase and xylanase production in *P*. *oxalicum*. (**A**) Construction scheme of *P*. *oxalicum* mutants expressing sequences encoding different regions of CxrA. (**B**) Production of filter paper cellulase (FPase), carboxymethyl cellulase (CMCase) (**C**) and xylanase (**D**) by the constructed *P*. *oxalicum* mutants shown in panel A. (**E**) Effects of R94 on the production of FPase, CMCase (**F**) and xylanase (**G**). Mutant R94A;*ble*^R+^ contained a mutated CxrA in which R94 was mutated to alanine. (**H**) Effects of R94 on the CxrA_Δ1–16_ interacting with itself and full-length CxrA analyzed using the yeast two-hybrid system. In panels B–G, the uppercase and lowercase letters indicate *p* < 0.01 and *p* < 0.05, respectively. Different letters indicate significant differences accessed by one-way ANOVA. Each experiment was performed as three biological replicates.

Mutant Δ1–16;*ble*^R+^ produced 18.7%–46.1% more cellulase and xylanase than C*cxrA*;*ble*^R+^, suggesting that the oligopeptide CxrA_Δ17–733_ suppressed production of cellulase and xylanase, especially on day 4 (Fig 1B–1D).

The morphological phenotypes of the various *P*. *oxalicum* mutants on agar plates containing various carbon sources were examined. The results indicated that the tested strains exhibited more or less alteration as compared as the complementation strain C*cxrA*;*ble*^R+^. For example, mutant Δ1–60;*ble*^R+^ and Δ1–60&207–733;*ble*^R+^ showed different size and color on PDA plates. In addition, unlike the C*cxrA*;*ble*^R+^, Δ61–733;*ble*^R+^, Δ592–733;*ble*^R+^ and Δ1–16;*ble*^R+^ had less growth on Avicel (S2 Fig).

### Methylation of arginine (R) 94 modulates the biosynthesis of cellulase and xylanase and self-interaction of CxrA_Δ1–60_

To determine whether post-translational modification of CxrA occurred under Avicel induction, the overexpression strain O*cxrA-his*;*G418*^R+^, in which CxrA was tagged with 6×His at the N-terminus, was cultured for 24 h in the presence of Avicel, and total intracellular proteins were extracted. To construct the overexpression strain O*cxrA-his*;*G418*^R+^, as shown in S3A Fig, an overexpression cassette comprised of the coding sequence of *cxrA* with its own promoter, the G418 (antibiotic) resistance gene and both upstream and downstream flanking sequences of gene *pepA* encoding an aspartic protease [12], was introduced into the background strain Δ*ku70*;*hph*^R+^ via homologous recombination. In the O*cxrA-his*;*G418*^R+^, there are two copies of *cxrA* under their native promoters-one at the native locus and the other at the *pepA* locus (S3A Fig). The obtained transformants of O*cxrA-his*;*G418*^R+^ were confirmed by PCR (S3B Fig) with specific primers (S1 Table).

Furthermore, the production of cellulase and xylanase by the overexpression strain O*cxrA-his*;*G418*^R+^ and background strain Δ*ku70*;*hph*^R+^ were compared when cultured in Avicel medium for 2–4 days after transfer from glucose. O*cxrA-his*;*G418*^R+^ showed increased production of all tested cellulases and xylanases by 28.5–68.5% (S3C–S3E Fig) compared with Δ*ku70*;*hph*^R+^. The expression of *cxrA* in O*cxrA-his*;*G418*^R+^ on Avicel was also determined; as expected, the transcriptional abundance of *cxrA* significantly increased in O*cxrA-his*;*G418*^R+^ over that in Δ*ku70*;*hph*^R+^, under Avicel induction for 24 h (S3F Fig). This indicates that *cxrA* was functionally overexpressed, thereby promoting the secretion of cellulase and xylanase on Avicel.

Immunoprecipitation-mass spectrometry was employed to investigate the post-translational modification of CxrA and to detect modifications by acetylation at lysine (K) 30, methylation at R94 and R453, and phosphorylation at threonine (T) 443, T449, T456 and T457 (S4 Fig). As discussed above, the key peptide CxrA_Δ207–733_ contained the acetylated K30 and methylated R94. K30 is required for binding of CxrA to the promoter region of target genes, such as the cellobiohydrolase gene *cbh1*, through its DNA-binding domain CxrA_Δ1–16Δ59–733_ [4]. Therefore, the effects of R94 methylation were investigated on the production of cellulase and xylanase in *P*. *oxalicum*.

The mutant R94A;*ble*^R+^ was constructed, in which the R was changed to alanine (A), and then confirmed by PCR (S1E Fig). When cultured in Avicel medium for 2−4 days after transfer from glucose, R94A;*ble*^R+^ had comparable cellulase and xylanase production to that of Δ*cxrA*;*G418*^R+^, and considerably lower than both the background strain Δ*ku70*;*hph*^R+^ and complementation strain C*cxrA*;*ble*^R+^ (Fig 1E–1G).

To elucidate the function of R94 in the self-interaction of CxrA, yeast two-hybrid (Y2H) analysis was employed. Autoactivation experiments indicated that the full-length CxrA caused autoactivation in *Saccharomyces cerevisiae* (S5 Fig), whereas the peptide CxrA_Δ1–60_ could not (S6 Fig). Therefore, CxrA_Δ1–60_ was used as the bait for the Y2H assay, finding that CxrA_Δ1–60_ interacted with the whole CxrA and itself, whereas the mutated CxrA_Δ1-60_^R94A^ lost the interaction ability (Fig 1H), suggesting that R94 is required for the self-interaction of CxrA_Δ1–60_. Nevertheless, it is possible that interaction of full-length CxrA and itself may be different from the results obtained using the nonfunctional truncation mutant CxrA_Δ1–60_ that may affect protein fold.

### Protein arginine N-methyltransferases PRMT2 and PRMT3 modulate the production of cellulase and xylanase in *P*. *oxalicum*

To search for protein arginine N-methyltransferases that are able to methylate R94 of CxrA, the genomic database of *P*. *oxalicum* strain HP7-1 was screened, finding four annotated protein arginine N-methyltransferases, POX_b03080, POX_d05270, POX_f08428 and POX_e06662 [13]. Of these, three candidates were successfully deleted in *P*. *oxalicum* mutant Δ*ku70*;*hph*^R+^, to generate mutants Δ*POX_b03080*;*G418*^R+^, Δ*POX_d05270*;*G418*^R+^ and Δ*POX_e06662*;*G418*^R+^ (S7 Fig). In addition, an overexpression strain, O*POX_f08428*;*G418*^R+^, was constructed by replacing a protease gene *pepA* [12] in the background strain Δ*ku70*;*hph*^R+^ (S7 Fig), in which the transcription of the *POX_f08428*, was controlled by its own promoter. In the O*POX0_f08428*;*G418*^R+^, there are two copies of *POX_f08428* under their native promoters-one at the native locus and the other at the *pepA* locus (S7A Fig).

When cultured on Avicel medium for 2–4 days after transfer from glucose, only O*POX_f08428*;*G418*^R+^ and Δ*POX_b03080*;*G418*^R+^ exhibited changes in cellulase and/or xylanase production (Figs 2, 3 and S8). For instance, compared with Δ*ku70*;*hph*^R+^, cellulase and xylanase production by O*POX_f08428*;*G418*^R+^ increased by 41.4–95.1% at Day 4 (Fig 2A–2C) and that of Δ*POX_b03080*;*G418*^R+^ increased by 67.0–149.7% (Fig 3A–3C). Furthermore, the expression of *POX_f08428* under Avicel induction for 48 h, significantly increased (S9 Fig). The cellulase and xylanase production of complementation strain C*POX_b03080*;*ble*^R+^ was restored almost to the levels of Δ*ku70*;*hph*^R+^ (Fig 3A–3C). This suggests that POX_f08428 and POX_b03080 positively and negatively modulated the production of cellulase and xylanase in *P*. *oxalicum*, respectively, so the two proteins POX_f08428 and POX_b03080 were selected for further study.

**Fig 2:**
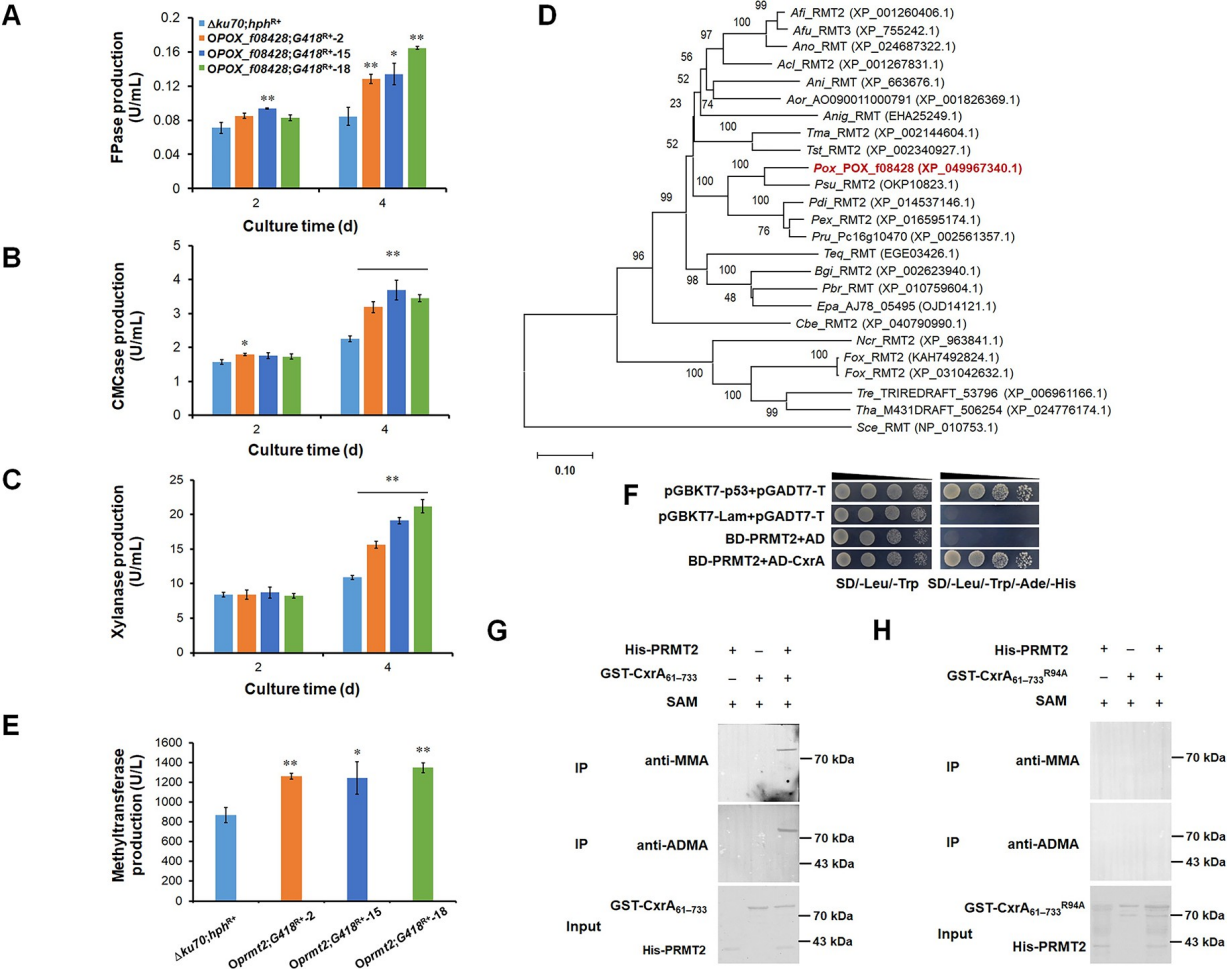
Functional and sequence analysis of arginine N-methyltransferase PRMT2 (POX_f08428) from *P*. *oxalicum*. (**A**) Filter paper cellulase (FPase) production. (**B**) Carboxymethyl cellulase (CMCase) production. (**C**) Xylanase production. (**D**) Phylogenetic analysis of PRMT2. (**E**) Methyltransferase production. (**F**) Yeast two-hybrid assay of PRMT2 and CxrA interaction. (**G**) *In vitro* methylation assay of CxrA_Δ1–60_. (**H**) *In vitro* methylation assay of CxrA_Δ1-60_^R94A^. anti-MMA: mono methyl arginine antibody; anti-ADMA: asymmetric dimethyl arginine antibody; SAM: S-adenosyl-methionine. “+” and “−” indicate the presence or absence of the test protein. In panels A-C, and E, data values indicate means ± standard deviation. **p <0.01 and *p <0.05 indicate significant differences between the mutant and Δ*ku70*, calculated by Student’s *t*-test. In panel D, the phylogenetic trees were constructed by MEGA version 11, using the neighbor-joining method and Poisson model. Bootstrap values shown on the branches were calculated with 1000 replicates. *Afi*: *Aspergillus fischeri*; *Afu*: *Aspergillus fumigatus*; *Ano*: *Aspergillus novofumigatus*; *Acl*: *Aspergillus clavatus*; *Ani*: *Aspergillus nidulans*; *Aor*: *Aspergillus oryzae*; *Anig*: *Aspergillus niger*; *Tma*: *Talaromyces marneffei*; *Tst*: *Talaromyces stipitatus*; *Pox*: *P*. *oxalicum*; *Psu*: *Penicillium subrubescens*; *Pdi*: *Penicillium digitatum*; *Pex*: *Penicillium expansum*; *Pru*: *Penicillium rubens Wisconsin*; *Teq*: *Trichophyton equinum*; *Bgi*: *Blastomyces gilchristii*; *Pbr*: *Paracoccidioides brasiliensis*; *Epa*: *Emergomyces pasteurianus*; *Cbe*: *Cucurbitaria berberidis*; *Ncr*: *Neurospora crassa*; *Fox*: *Fusarium oxysporum*; *Tre*: *Trichoderma reesei*; *Tha*: *Trichoderma harzianum*; *Sce*: *Saccharomyces cerevisiae*.

**Fig 3:**
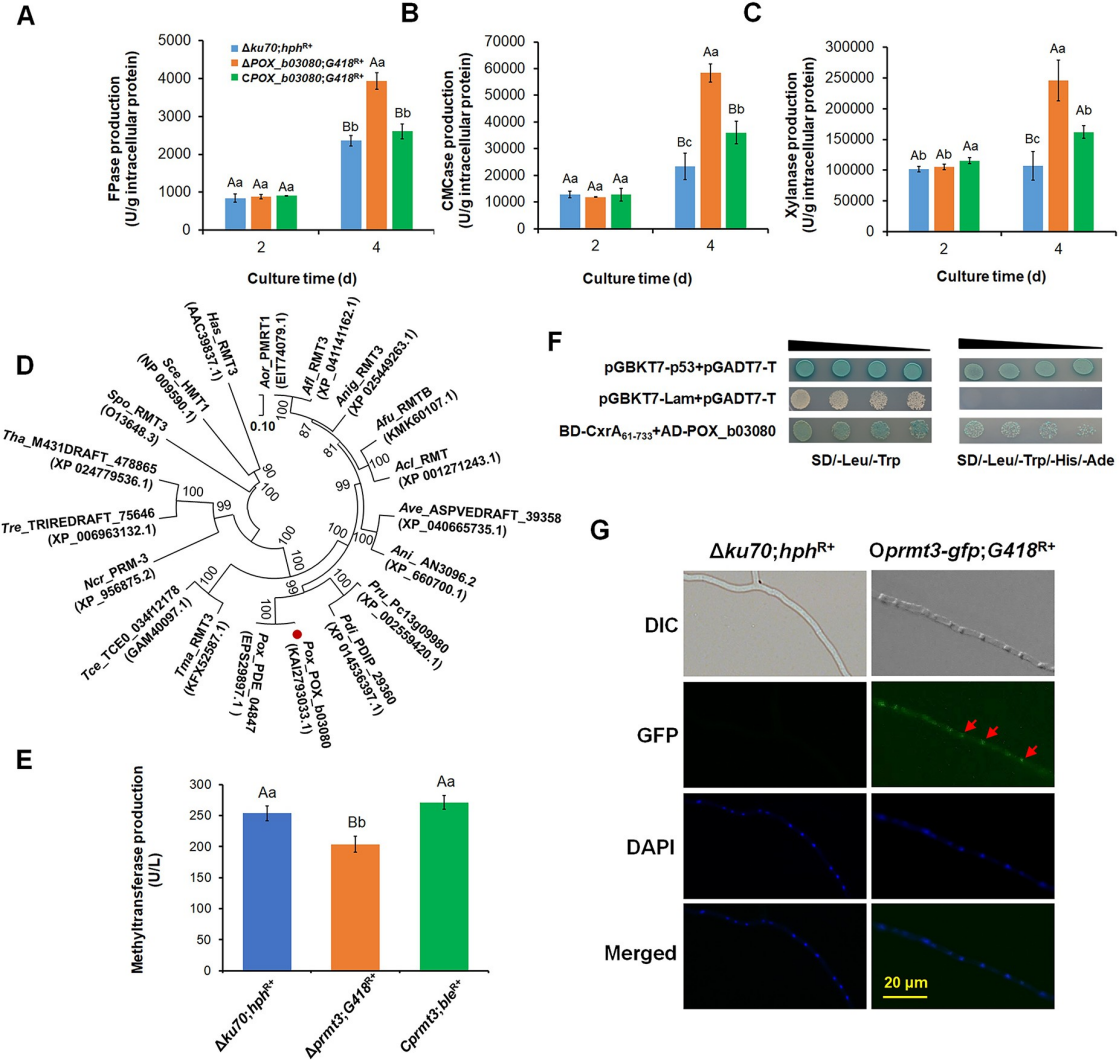
Functional and sequence analysis of arginine N-methyltransferase PRMT3 (POX_d03080) from *P*. *oxalicum*. (**A**) Filter paper cellulase (FPase) production. (**B**) Carboxymethyl cellulase (CMCase) production. (**C**) Xylanase production. (**D**) Evolutionary analysis of PRMT3. (**E**) Methyltransferase production. (**F**) Yeast two-hybrid assay of PRMT3 and CxrA_Δ1–60_ interaction. (**G**) Subcellular localization of PRMT3 in *P*. *oxalicum*. In panels A-C, and E, data values indicate means ± standard deviation. The uppercase and lowercase letters indicate *p* < 0.01 and *p* < 0.05, respectively. Different letters indicate significant differences calculated by one-way ANOVA. In panel D, the phylogenetic trees were constructed by MEGA version 11, using the neighbor-joining method and Poisson model. Bootstrap values shown on the branches were calculated with 1000 replicates. *Afl*: *Aspergillus flavus*; *Afu*: *Aspergillus fumigatus*; *Acl*: *Aspergillus clavatus*; *Ani*: *Aspergillus nidulans*; *Aor*: *Aspergillus oryzae*; *Anig*: *Aspergillus niger*; *Ave*: *Aspergillus versicolor*; *Tma*: *Talaromyces marneffei*; *Pox*: *P*. *oxalicum*; *Pdi*: *Penicillium digitatum*; *Pru*: *Penicillium rubens Wisconsin*; *Ncr*: *Neurospora crassa*; *Tce*: *Talaromyces cellulolyticus*; *Tre*: *Trichoderma reesei*; *Tha*: *Trichoderma harzianum*; *Sce*: *Saccharomyces cerevisiae*; *Spo*: *Schizosaccharomyces pombe*; *Has*: *Homo sapiens*. In panel G, red arrows represent GFP-PRMT3. The expression of *prmt3-gfp* was driven by its own promotor, P*prmt3*, in the overexpression strain O*prmt3-gfp*;*G418*^R+^. DAPI: 4,6-Diamidino-2-phenylindole. GFP: Green fluorescent protein. Scale bar = 20 μm.

POX_f08428 contained 429 amino acid residues, and an ankyrin repeat domain (IPR002110, residues 61−109). POX_f08428 shared 100%, 66.67% and 34.83% identity, respectively, with PDE_04339 (EPS29390.1) from *P*. *oxalicum* strain 114–2, arginine N-methyltransferase 2 (XP_755242.1) from *Aspergillus fumigatus* strain Af293 and protein-arginine N5-methyltransferase (NP_010753.1) from *S*. *cerevisiae* S288C. POX_f08428 is conserved in eukaryotes and most closely related to its homologs in *Aspergillus* (Fig 2D). For convenience, POX_ f08428 was renamed PRMT2.

POX_b03080 contained 546 amino acid residues and a methyltransfer_25 domain (IPR041698, residues 249 to 346). POX_b03080 shared 99.63%, 40.16% and 36.28% identity, respectively, with PDE_04847 (EPS29897.1) from *P*. *oxalicum* strain 114–2, ribosomal protein arginine N-methyltransferase Rmt3 (NP_595572.1) from *S*. *pombe* 972h^-^ and protein arginine N-methyltransferase 3 (AAC39837.1) from *H*. *sapiens*. POX_b03080 was conserved in eukaryotes and most closely related to its homologs in *Aspergillus* (Fig 3D). For convenience, POX_b03080 was renamed PRMT3.

To investigate the contribution of PRMT2 and PRMT3 to methyltransferase activity in *P*. *oxalicum*, methyltransferase production by overexpression strain O*prmt2*;*G418*^R+^ and mutant Δ*prmt3*;*G418*^R+^ was measured after culture in Avicel medium for 24 h. Methyltransferase production by O*prmt2*;*G418*^R+^ significantly increased (Fig 2E), whereas that of Δ*prmt3*;*G418*^R+^ significantly decreased, compared with Δ*ku70*;*hph*^R+^ and C*prmt3*;*ble*^R+^, and there was no significant difference between Δ*ku70*;*hph*^R+^ and C*prmt3*;*ble*^R+^ (Fig 3E), implying that PRMT2 and PRMT3 have methyltransferase activity.

### PRMT2 is responsible for R94-methylation of CxrA_Δ1–60_

To determin which of PRMT2 and PRMT3 responsible for methylation of R94 in CxrA, the Y2H assay was firstly employed. The results indicated that Y2HGold cells carrying BD-PRMT2 and AD-CxrA (Figs 2F and S10A), as well as BD-CxrA_Δ1–60_ and AD-PRMT3, grew well on SD/-Leu/-Trp/-His/-Ade agar plates (Fig 3F), indicating that the PRMT2 and PRMT3 interact with CxrA and CxrA_Δ1–60_, respectively. However, as unexpected, yeast cells carrying BD-PRMT3 and AD-CxrA were unable to growth on SD/-Leu/-Trp/-His/-Ade agar plates, suggesting that PRMT3 could not interact with the full-length CxrA (S10B Fig). Therefore, this difference maybe result from the use of a nonfunctional CxrA_Δ1–60_ lacking the DNA binding domain. CxrA_Δ1–60_ may affect protein folding.

Furthermore, *in vitro* methylation experiments were performed. As unexpected, DNA sequence encoding a full-length CxrA fused with a glutathione-S-transferase (GST) tag failed to be recombinantly expressed in *E*. *coli* BL21. Therefore, the DNA fragments encoding CxrA_Δ1–60_ fused with a GST tag had to be expressed in *E*. *coli* BL21, as well as PRMT2/PRMT3 tagged with His, then the recombinant GST-CxrA_Δ1–60_ and His-PRMT2 or His-PRMT3 were purified. After reaction of GST-CxrA_Δ1–60_ and His-PRMT3 or His-PRMT2, with S-adenosyl-L-methionine as methyl donor, Western blotting was used to detect methylated CxrA_Δ1–60_ using specific antibodies including anti-mono methyl arginine, anti-symmetric di-methyl arginine, and anti-asymmetric di-methyl arginine. Bands corresponding to methylated GST-CxrA_Δ1–60_ appeared when recombinant His-PRMT2 and GST-CxrA_Δ1–60_ were treated with antibodies anti-mono methyl arginine and anti-asymmetric di-methyl arginine (Fig 2G), respectively, whereas no band was found for the mutated CxrA_Δ1-60_^R94A^ (Fig 2H), showing that PRMT2 both mono-methylated and asymmetrically di-methylated CxrA_Δ1–60_ at R94.

In contrast, the band corresponding to methylated GST-CxrA_Δ1–60_ did not appear when recombinant His-PRMT3 and GST-CxrA_Δ1–60_ were treated with specific antibodies (S11 Fig), indicating that PRMT3 is not responsible for CxrA_Δ1–60_ methylation. Nevertheless, it is possible that *in vitro* methylation modification of the full-length CxrA by PRMT2 or PRMT3 may be different from the results obtained using the nonfunctional truncation mutant CxrA_Δ1–60_ that may affect protein fold.

### PRMT3 appears to be a nuclear arginine N-methyltransferase

To investigate the subcellular localization of PRMT3 in *P*. *oxalicum* hyphae, the overexpression strain O*prmt3*-*gfp*;*G418*^R+^, carrying a GFP reporter was constructed, in which the fused gene *prmt3-gfp* was controlled by its own promoter, P*prmt3* (S7 Fig). In the O*prmt3-gfp*;*G418*^R+^, there are two copies of *prmt3* under their native promoters-one at the native locus and the other at the *pepA* locus (S7D Fig). After culture in Avicel medium for 24 h, the hyphae of O*prmt3*-*gfp*;*G418*^R+^ and background strain Δ*ku70*;*hph*^R+^ were observed under a fluorescence microscope. The green fluorescence of the fusion protein, PRMT3-GFP, in O*prmt3*-*gfp*;*G418*^R+^ appeared to overlap with blue fluorescence signals from 4,6-diamidino-2-phenylindole (DAPI), which specifically stains the nucleus, whereas there was no green fluorescence from Δ*ku70*;*hph*^R+^ (Fig 3G).

### PRMT3 mediates the expression of genes related to cellulase and xylanase biosynthesis by *P*. *oxalicum*

To elucidate the effects of PRMT3 on the expression of genes related to cellulase and xylanase production by *P*. *oxalicum*, RNA-sequencing and a real-time quantitative reverse transcription PCR (RT-qPCR) assay were employed. Both Δ*ku70*;*hph*^R+^ and Δ*prmt3*;*G418*^R+^ were cultured in Avicel medium for 24 h, after transfer from glucose, and their total RNA was extracted for RNA-sequencing. 

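RNA-sequencing covered 3 biological replicates each of Δku70, the background strain with efficient gene targeting, and Δprmt3, which lacks the arginine methyltransferase gene prmt3. Mycelium was grown for 24 h in medium with 1% glucose and then for 24 h in medium with 2% Avicel, a microcrystalline cellulose, at 28°C. The authors cleaned the reads with SOAPnuke, mapped them with HISAT2, and quantified them with RSEM and Bowtie2 as fragments per kilobase of exon, relative to the mapped reads of the library (FPKM), and deposited 1 table of FPKM per library. Each table lists 11082 features, of which 9822 carry a P. oxalicum gene identifier and 1260 are loci without an annotated identifier. Read counts were not analysed here. The FPKM of a library summed to between 1036050 and 1096740 in Δku70 and between 1047860 and 1073040 in Δprmt3. Between 9875 and 9971 features were above 0 in a Δku70 library, and between 9846 and 9885 in a Δprmt3 library. The 20 highest features held 14.6% to 17.0% of the FPKM in Δku70 libraries and 24.9% to 25.5% in Δprmt3 libraries. Such a difference in composition lowers the FPKM of all other genes, so the libraries were scaled by the median of ratios, with factors from 0.909 to 0.964 in Δku70 and from 0.822 to 0.863 in Δprmt3. Features at 0 in every library were left out, and 10578 were tested with limma on log2(scaled FPKM + 0.1), with the ΔcxrA libraries in the same fit. Fold changes are on this scale, which understates the change of genes with low FPKM. A gene was called a DEG at an adjusted p-value under 0.05 and an absolute log2 fold change over 1. The deleted gene, prmt3 (POX_b03080), had an FPKM of 33.4, 24.9 and 29.1 in the Δku70 libraries and was listed at 0, 0.04 and 0 in the Δprmt3 libraries.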

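Pearson's correlation coefficient across the 10578 features, on log2(scaled FPKM + 0.1), lay between 0.954 and 0.960 for the 3 pairs of Δku70 libraries and between 0.954 and 0.967 for the 3 pairs of Δprmt3 libraries. Pairs of 1 Δku70 and 1 Δprmt3 library gave 0.904 to 0.925, below every pair within a strain. The coefficient depended on the scale. Over all 3 strains sequenced, the lowest pair within a strain gave 0.972 with a pseudocount of 1 and 0.683 on unlogged FPKM, and the lowest Spearman's rho was 0.973. These coefficients are across genes, which are not independent replicates.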

The sequencing data from three biological replicates were analyzed statistically and generated a high Pearson correlation coefficient (> 0.97) (S12 Fig), suggesting that the transcriptomic data were suitable for the subsequent analysis.

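Of the 9363 annotated genes tested, 348 were called up-regulated and 696 down-regulated in Δprmt3, 1044 in all. A further 130 loci without an annotated identifier were called, giving 1174 features. With only the 6 Δku70 and Δprmt3 libraries in the fit the number of features fell to 982, the lowest of the alternatives tried. On FPKM without further scaling, which shifted the median annotated gene by -0.13 on the log2 scale, 270 annotated genes were called up-regulated and 807 down-regulated. Under quantile normalization the numbers moved the other way, to 398 and 594. Leaving out each replicate in turn gave between 1093 and 1170 features.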

With thresholds of |log2 fold change| > 1 and false discovery rate (FDR) < 0.05, there were 997 differentially expressed genes (DEGs) detected in Δ*prmt3*;*G418*^R+^ compared with Δ*ku70*;*hph*^R+^, consisting of 321 up-regulated and 676 down-regulated genes (Fig 4A and S1 Dataset). The Kyoto Encyclopedia of Genes and Genomes (KEGG) annotation showed that these DEGs were mainly involved in metabolism, especially carbohydrate metabolism (75 genes) and amino acid metabolism (58 genes) (Fig 4B).

**Fig 4:**
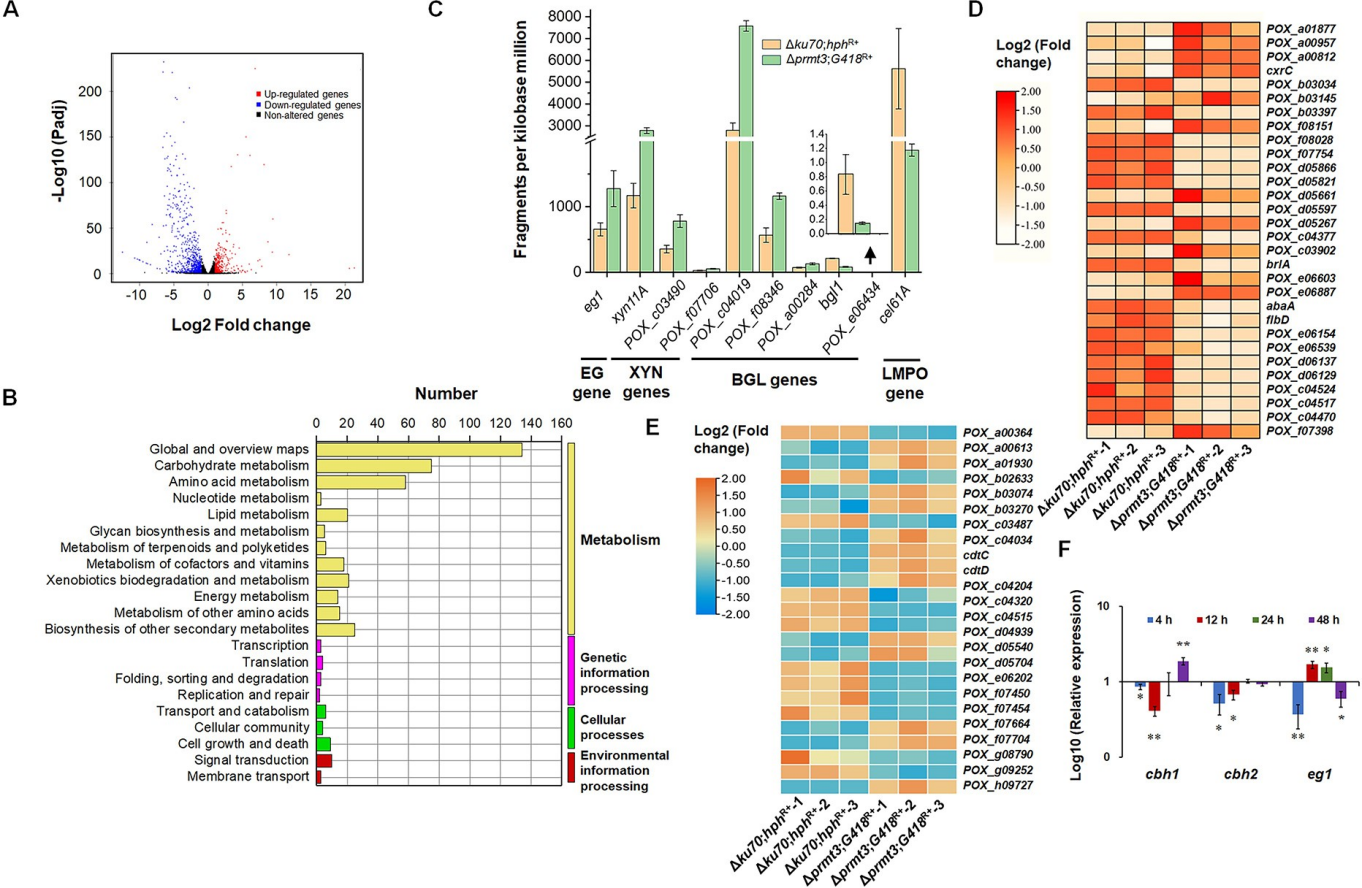
Comparative analyses of transcriptomes from *P*. *oxalicum* mutant Δ*prmt3*;*G418*^R+^ and background strain Δ*ku70*;*hph*^R+^ (A-E) and real-time reverse transcription quantitative PCR (RT-qPCR) confirmation (F). (**A**) Volcano plot of differentially expressed genes (DEGs). DEGs were selected with thresholds of |log2 fold change| > 1.0 and *p*-value < 0.05. (**B**) KEGG annotations of the DEGs modulated by PRMT3. (**C**) DEGs encoding cellulases and xylanases. (**D**) DEGs encoding putative transcription factors. (**E**) DEGs encoding putative sugar transporters. In panels D and E, the three columns of data corresponding to each fungal strain represent the three biological replicates for each strain. (**F**) The transcriptional levels of genes encoding major cellulases including two cellobiohydrolase genes *cbh1* and *cbh2*, and an endo-β-1,4-glucanase gene *eg1* in the *P*. *oxalicum* mutant Δ*prmt3*;*G418*^R+^ relative to the background strain Δ*ku70*;*hph*^R+^. In panel F, the *P*. *oxalicum* strains were cultured for 4–48 h in the presence of Avicel. Gene expression in Δ*prmt3*;*G418*^R+^ was normalized to the level of Δ*ku70*;*hph*^R+^. Data points show mean ± standard deviation. **p <0.01 and *p <0.05 indicate significant differences between Δ*prmt3*;*G418*^R+^ and Δ*ku70*;*hph*^R+^, calculated by Student’s *t*-test.

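All 10 genes for cellulases and xylanases that the paper names in this comparison were past both thresholds, and between 7 and 9 of them were when 1 replicate was left out. On FPKM without further scaling 8 were. Expression of the endo-β-1,4-glucanase gene eg1 (POX_d04883) was 694 ± 112 scaled FPKM (SD, n = 3) in Δku70 and 1510 ± 361 (SD, n = 3) in Δprmt3. Its log2 fold change was 1.11 (standard error 0.19, adjusted p = 0.0031 from limma with Benjamini-Hochberg adjustment). Without further scaling of the FPKM it was 0.95, and the lowest value with 1 replicate left out was 0.92, both short of the threshold. The largest rise was that of the β-glucosidase gene POX_c04019, from 2975 ± 512 to 8993 ± 258 scaled FPKM (SD, n = 3), with a log2 fold change of 1.61. The xylanase genes xyn11A (POX_a01871), POX_c03490 and POX_f07706 rose by 1.43, 1.31 and 1.19 on the log2 scale. The β-glucosidase genes POX_f08346 and POX_a00284 rose by 1.23 and 1.02, and both fell short of a threshold under several alternatives.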

Among the 997 DEGs, nine cellulase/xylanase genes were found, namely one endo-β-1,4-glucanase gene (*POX_d04883/eg1*), five β-glucosidase genes (*bgl*s, *POX_a00284*, *POX_c04019*, *POX_e06772/bgl1*, *POX_e06434* and *POX_f08346*) and three endo-β-1,4-xylanase genes (*POX_a01871*/*xyn11A*, *POX_c03490* and *POX_f07706*). Of these, *POX_b02315/cel61A*, *POX_e06772/bgl1* and *POX_e06434* were down-regulated (-2.4 < log2 fold change < -1.4), and the others were up-regulated (1.0 < log2 fold change < 1.6) in Δ*prmt3*;*G418*^R+^ compared with Δ*ku70*;*hph*^R+^ (Fig 4C).

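Of the genes that fell, cel61A (POX_b02315) went from 5927 ± 2236 scaled FPKM (SD, n = 3) in Δku70 to 2216 ± 161 (SD, n = 3) in Δprmt3. Its log2 fold change was -1.36 (standard error 0.26, adjusted p = 0.0056 from limma). The gene bgl1 (POX_e06772) went from 224 ± 11.3 to 95.1 ± 10.8 scaled FPKM (SD, n = 3), a log2 fold change of -1.24. The β-glucosidase gene POX_e06434 was barely expressed, at 0.890 ± 0.361 scaled FPKM (SD, n = 3) in Δku70 and 0.178 ± 0.022 (SD, n = 3) in Δprmt3. Its log2 fold change of -1.77 therefore depends on the pseudocount, and was -0.66 with a pseudocount of 1. The log2 fold changes of the 7 genes that rose lay between 1.02 and 1.61.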

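The genes annotated as transcription factors were taken from S1 Dataset, which lists the paper's own calls on these libraries. The annotation terms counted were chosen so that the list has the paper's size. All 30 genes of this list were past both thresholds. The number was 30 both with the adjustment over all features tested and with the adjustment over the list alone, and because the list holds genes already called on these data, this shows no stability. Across the fits that each left out 1 replicate, between 26 and 29 were called.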

The effects of PRMT3 on the expression of genes encoding putative TFs was then investigated by comparative analysis of transcriptomes, which identified 30 TF-encoding DEGs. The transcript abundances of 12 of them increased by 2.03–52.6-fold in Δ*prmt3*;*G418*^R+^, whereas the other 18 genes decreased by 1.2–499-fold. 

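In the scaled FPKM, 12 of these genes were higher and 18 lower in Δprmt3 than in Δku70. POX_a01877 was listed at 0 in all 3 Δku70 libraries and POX_d05821 at 0 in all 3 Δprmt3 libraries, so no fold change is given for either. Among the others, the log2 fold changes of the genes that rose reached 1.96, in POX_d05267. The log2 fold changes of the genes that fell lay between -1.14 and -5.97, the last in POX_f07754.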

Most of these TFs contained zinc-finger domains (i.e., six C2H2-type, 11 Zn2Cys6-type and one CCHC-type). Notably, expression of a key transcription repressor gene, *cxrC* in Δ*prmt3*;*G418*^R+^ increased 2.46-fold, whereas transcripts of sporulation-regulated *abaA*, *brlA* and *flbD* decreased by 59.4–95.9% (Fig 4D).

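Expression of cxrC (POX_a00541) was 12.8 ± 3.45 scaled FPKM (SD, n = 3) in Δku70 and 30.9 ± 3.56 (SD, n = 3) in Δprmt3, with a log2 fold change of 1.29, which is 2.45-fold (standard error 0.19, adjusted p = 0.0017 from limma). The gene brlA (POX_c03558) fell from 155 ± 14.9 to 5.88 ± 3.57 scaled FPKM (SD, n = 3), with a log2 fold change of -4.86, which is a decrease of 96.6%. For flbD (POX_e07032) the values were 170.0 ± 31.6 and 71.3 ± 15.8 (SD, n = 3), with a log2 fold change of -1.26, which is a decrease of 58.3%. For abaA (POX_e06958) they were 14.2 ± 1.52 and 5.42 ± 0.93 (SD, n = 3), with a log2 fold change of -1.38. For all 4 genes the 3 Δprmt3 libraries lay beyond the 3 Δku70 libraries, which 10% of unchanged genes would show by chance. The names were paired with the identifiers by elimination, from the labels of Fig 4D and the annotations of S1 Dataset.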

In addition, 25 DEGs encoding predicted sugar transporters were found, of which 13 were up-regulated (1.0 < log_2_ fold change < 2.9) and 12 down-regulated (-4.2 < log2 fold change < -1.3) in Δ*prmt3*;*G418*^R+^. 

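From S1 Dataset, whose genes were called by the paper on these same libraries, 25 sugar transporter genes were taken, and all 25 were past both thresholds. Of these, 13 were higher in Δprmt3, with log2 fold changes from 1.07 to 2.77, the largest in POX_c04204. The other 12 were lower, with log2 fold changes from -1.30 to -4.12, the last in POX_c04515. Between 22 and 25 were called when 1 replicate was left out.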

Of these, two major cellodextrin transporter genes, *cdtC* and *cdtD* were up-regulated 2.14- and 2.30-fold, respectively (Fig 4E).

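The text of the paper does not pair cdtC and cdtD with identifiers. POX_c04047 and POX_c04185 were taken as the pair, though both are annotated only as sugar/inositol transporters. Which of them would be cdtC was not settled here. POX_c04047 rose from 8068 ± 429 scaled FPKM (SD, n = 3) in Δku70 to 18108 ± 1182 (SD, n = 3) in Δprmt3, a log2 fold change of 1.17 (standard error 0.23, adjusted p = 0.0060 from limma). POX_c04185 rose from 2313 ± 143 to 4881 ± 508 (SD, n = 3), a log2 fold change of 1.07 (standard error 0.18, adjusted p = 0.0030 from limma). The rise of POX_c04047 was 0.26 on the log2 scale under quantile normalization, and that of POX_c04185 was 0.96, both short of a threshold. POX_c04047 was called under 12 of 14 alternatives and POX_c04185 under 11 of 14. The lowest log2 fold change of POX_c04185 was 0.91 over the alternatives, and 0.99 with 1 replicate left out.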

Three cellulase genes, *cbh1*, *cbh2*, and *eg1* were subjected to RT-qPCR analysis of expression variation with induction duration and confirmation of RNA-sequencing data. 

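The genes annotated as cellobiohydrolases, POX_d05671 and POX_d04867, were not called in Δprmt3 by RNA-sequencing; the text of the paper does not pair cbh1 and cbh2 with these identifiers. POX_d05671 was at 9767 ± 3112 scaled FPKM (SD, n = 3) in Δku70 and 9703 ± 571 (SD, n = 3) in Δprmt3 (log2 fold change 0.03, standard error 0.28, adjusted p = 0.96 from limma). POX_d04867 was at 7031 ± 1797 and 7834 ± 254 scaled FPKM (SD, n = 3), a log2 fold change of 0.18 (standard error 0.22, adjusted p = 0.57 from limma). For both genes the difference was smaller than the spread between the Δku70 replicates, and its sign changed under quantile normalization. For eg1, with 3 libraries against 3, the exact permutation test gave p = 0.1 (two-sided), the smallest this design allows.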

The expression of *eg1* after 24 h of induction was up-regulated in Δ*prmt3*;*G418*^R+^ compared with Δ*ku70*;*hph*^R+^, whereas *cbh1* and *cbh2* showed no significant change, in agreement with the RNA-sequencing results. Transcriptional abundances of all three genes decreased up to 12 h, except for *eg1* at 12 h, which markedly increased. At 48 h, the expression of *cbh1* was up-regulated, whereas *eg1* was down-regulated. The transcriptional level of *cbh2* did not change (Fig 4F).

### PRMT3 was required for positive regulation of cellulase and xylanase production by *cxrA*

As described above, PRMT3 was unable to methylate CxrA, but deletion of *prmt3* from *P*. *oxalicum* increased cellulase and xylanase production by 67.0–149.7%, compared with the background strain Δ*ku70*;*hph*^R+^ after 4 days of Avicel induction (Fig 3). To investigate the effects of PRMT3 on CxrA action, the *cxrA*-overexpression strain O*cxrA-gfp*;*G418*^R+^ and mutant Δ*prmt3*;*cxrA*-*gfp*; *G418*^R+^;*ble*^R+^ was sequentially constructed and confirmed by PCR (S7 Fig). In O*cxrA*-*gfp*;*G418*^R+^, the fusion gene *cxrA-gfp* was controlled by the predicted natural promoter of *cxrA*. In the O*cxrA-gfp*;*G418*^R+^ and Δ*prmt3*;*cxrA*-*gfp*;*G418*^R+^;*ble*^R+^, there are two copies of *cxrA* under their native promoters- one at the native locus and the other at the *pepA* locus (S7E and S7F Fig). RT-qPCR confirmed that the expression of *cxrA* in O*cxrA*-*gfp*;*G418*^R+^ significantly increased, compared with that in Δ*ku70*;*hph*^R+^ after 48 h of Avicel induction (S9 Fig).

Measurement of enzymatic activity revealed that cellulase and xylanase production by Δ*prmt3*;*cxrA*-*gfp*;*G418*^R+^;*ble*^R+^ was 11.3–62.8% lower than that of the overexpression strain O*cxrA*-*gfp*;*G418*^R+^, when cultured in Avicel medium for 2–4 d (Fig 5A–5C), indicating that PRMT3 is required for positive regulation of cellulase and xylanase production by *cxrA*.

**Fig 5:**
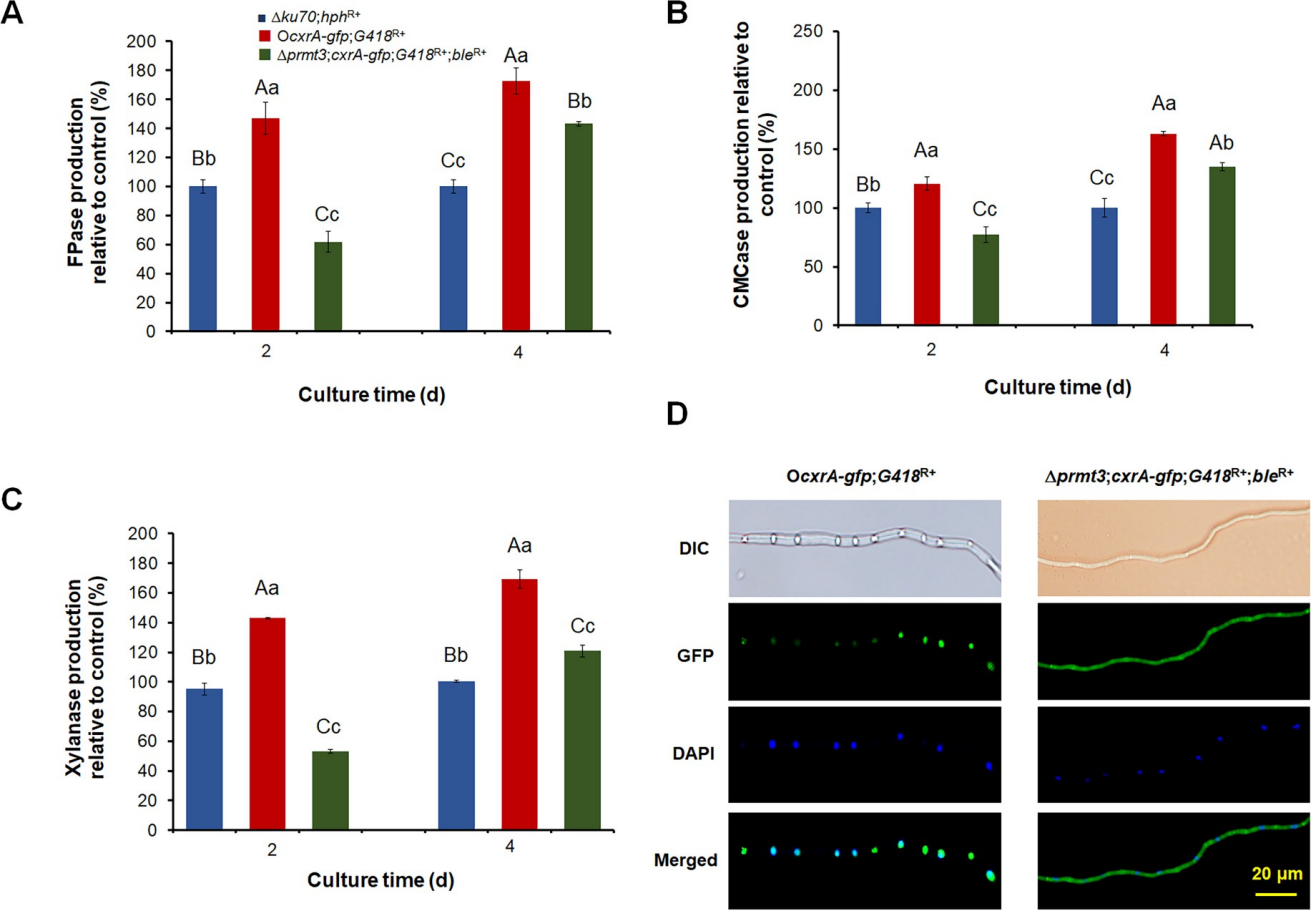
Effects of PRMT3 on the regulatory functions of CxrA. (**A**) Filter paper cellulase (FPase) production. (**B**) Carboxymethyl cellulase (CMCase) production. (**C**) Xylanase production. (**D**) Subcellular localization of CxrA in *P*. *oxalicum*. In panels A-C, the fungal strains were pre-grown in glucose medium for 24 h, then transferred into Avicel medium for 2–4 d. The uppercase and lowercase letters indicate *p* < 0.01 and *p* < 0.05, respectively. Different letters indicate significant differences assessed by one-way ANOVA. All tested samples were normally distributed. In panel D, 4,6-diamidino-2-phenylindole (DAPI) was employed to stain mycelial nuclei. Subcellular localization of CxrA was determined with GFP signals observed by a fluorescence microscope. Scale bar = 20 μm.

### PRMT3 apparently assists the entry of CxrA into the nucleus

To further elucidate the interactions between CxrA and PRMT3, Δ*prmt3*;*cxrA*-*gfp*;*G418*^R+^;*ble*^R+^ and O*cxrA*-*gfp*;*G418*^R+^ were cultured in Avicel medium for 24 h, then their hyphae were collected for microscopic examination. The green fluorescent signals from CxrA-GFP in O*cxrA*-*gfp*;*G418*^R+^ appeared to overlap with the blue fluorescence signals from DAPI, indicating that CxrA was localized in the nucleus, whereas the green fluorescence signals from CxrA-GFP in Δ*prmt3*;*cxrA*-*gfp*;*G418*^R+^;*ble*^R+^ were evenly distributed in the whole hypha. This seems that deletion of *prmt3* partially obstructed nuclear translocation of CxrA protein, in other words, it appears that PRMT3 assists the entry of CxrA into the nucleus (Fig 5D).

### Co-expression analysis of genes regulated by CxrA and PRMT3

Co-expression analysis of genes regulated by PRMT3 and CxrA was performed by RNA-sequencing of Δ*prmt3*;*G418*^R+^ and Δ*cxrA*;*G418*^R+^, compared with Δ*ku70*;*hph*^R+^ cultured in Avicel medium for 24 h, after transfer from glucose. 

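The 3 ΔcxrA libraries were made from mycelium grown in the same way and were deposited by the authors in the same unit, FPKM. CxrA is a Zn2Cys6-type transcription factor, and ΔcxrA lacks its gene. The FPKM of a library summed to between 1054890 and 1085490, and between 10202 and 10270 features were above 0, more than in any library of the other strains. The scaling factors, from 1.23 to 1.28, were the highest of the 9 libraries. Without this scaling the median annotated gene would be 0.42 higher in ΔcxrA than in Δku70 on the log2 scale, so the numbers of up-regulated and down-regulated genes depend on it. All 9 libraries entered 1 limma fit with a mean for each strain, and ΔcxrA was also compared with Δprmt3 directly. The text of the paper does not pair cxrA with an identifier. POX_a00763, a Zn2Cys6 gene whose RefSeq length of 2380 bases equals the product listed for cxrA in S1 Table, was listed at 0 in all 3 ΔcxrA libraries and at 116, 121 and 90.7 FPKM in the Δku70 libraries. The gene prmt3 (POX_b03080) was at 65.6, 62.9 and 72.6 FPKM in the ΔcxrA libraries.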

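For the 3 pairs of ΔcxrA libraries, Pearson's correlation coefficient across features on log2(scaled FPKM + 0.1) lay between 0.947 and 0.957. Pairs of 1 ΔcxrA and 1 Δku70 library gave 0.819 to 0.839, and pairs of 1 ΔcxrA and 1 Δprmt3 library 0.859 to 0.866. On this scale each of the 9 libraries was nearest to a library of its own strain.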

The resulting data from three biological replicates had a high Pearson’s correlation coefficient (> 0.97) (S12 Fig).

With thresholds of |log2 fold change| > 1 and FDR < 0.05, there were 2,552 DEGs in Δ*cxrA*;*G418*^R+^ compared with Δ*ku70*;*hph*^R+^, of which 1,253 were up-regulated and 1,299 down-regulated (S2 Dataset). These included 27 key cellulase and xylanase genes, 128 putative TF-encoding genes and 28 putative sugar transporter-encoding genes (S2 Dataset), in agreement with a previous report [4].

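In the scaled FPKM, 1365 annotated genes were called up-regulated and 1300 down-regulated in ΔcxrA, 2665 in all. With the 472 called loci without an annotated identifier, of which 372 were higher in ΔcxrA, 3137 features were called. The split by direction rested on the scaling. On FPKM without further scaling, 2246 annotated genes were called up-regulated and 849 down-regulated. Under quantile normalization the numbers were 1376 and 1292.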

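S2 Dataset was read here in part, as 1998 genes, which are the paper's own calls on these libraries. Of those annotated in these classes, all 27 cellulase and xylanase genes were past both thresholds. So were 127 of the 128 transcription factor genes and all 28 sugar transporter genes. With the adjustment over each list alone the numbers were 27, 128 and 28. On FPKM without further scaling they were 22, 103 and 22, and under quantile normalization 23, 110 and 23. As for Δprmt3, the annotation terms counted for the lists were chosen so that the lists have the paper's sizes. Of the 27 cellulase and xylanase genes, 26 were lower in ΔcxrA and 1, POX_a00456, was higher, with a log2 fold change of 1.21. The largest fall among them was -5.22 on the log2 scale, in the xylanase gene POX_c03490. The gene cel61A (POX_b02315), annotated as a lytic polysaccharide monooxygenase and outside this list, had a log2 fold change of -5.55. Of the transcription factor genes called, 59 were higher and 68 lower, and the list includes the deleted gene POX_a00763. Of the sugar transporter genes, 7 were higher and 21 lower. The cellobiohydrolase genes POX_d05671 and POX_d04867 fell by 2.38 and 2.74 on the log2 scale.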

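Of the 9363 annotated genes, 684 were called in both mutants, against 297 if the calls in Δprmt3 and ΔcxrA were independent. Of these, 136 were up-regulated in both, 439 were down-regulated in both, and 109 changed in opposite directions. The same direction was thus seen for 84.1%. Both mutants were compared with the same 3 Δku70 libraries, which by itself makes their fold changes correlate. Both also carry the G418 resistance marker, which Δku70 lacks, so an effect of the marker common to both was not separated from the deletions. Across 8786 annotated genes with a mean FPKM of at least 1, Pearson's coefficient of the log2 fold changes was 0.50 with the shared Δku70 libraries, and 0.40 on average when each mutant was given Δku70 libraries of its own. Genes are not independent replicates. In the direct comparison of ΔcxrA with Δprmt3, 3157 features differed past the thresholds, among them 253 of the 575 annotated genes with the same direction. The 109 with opposite directions differ there by construction.

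**Figure D1:**
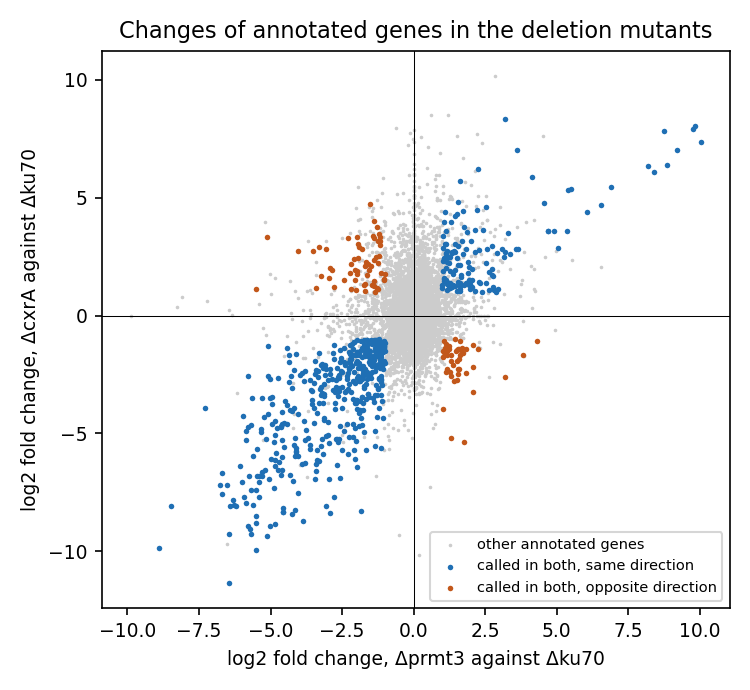
Log2 fold change of each annotated gene in Δprmt3 (horizontal axis) and in ΔcxrA (vertical axis), each against Δku70, on log2(scaled FPKM + 0.1). Blue points are the 575 genes called in both mutants with the same direction, orange points the 109 with opposite directions, and grey points all other annotated genes; genes listed at 0 in a strain sit where the pseudocount places them.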

Comparative analysis identified 657 DEGs co-regulated by PRMT3 and CxrA under Avicel induction, of which 113 were up-regulated and 448 down-regulated in Δ*prmt3*;*G418*^R+^ and Δ*cxrA*;*G418*^R+^, relative to Δ*ku70*;*hph*^R+^ (Fig 6A). These co-regulated genes were mainly involved in metabolism, especially carbohydrate and amino acid metabolism (Fig 6B).

**Fig 6:**
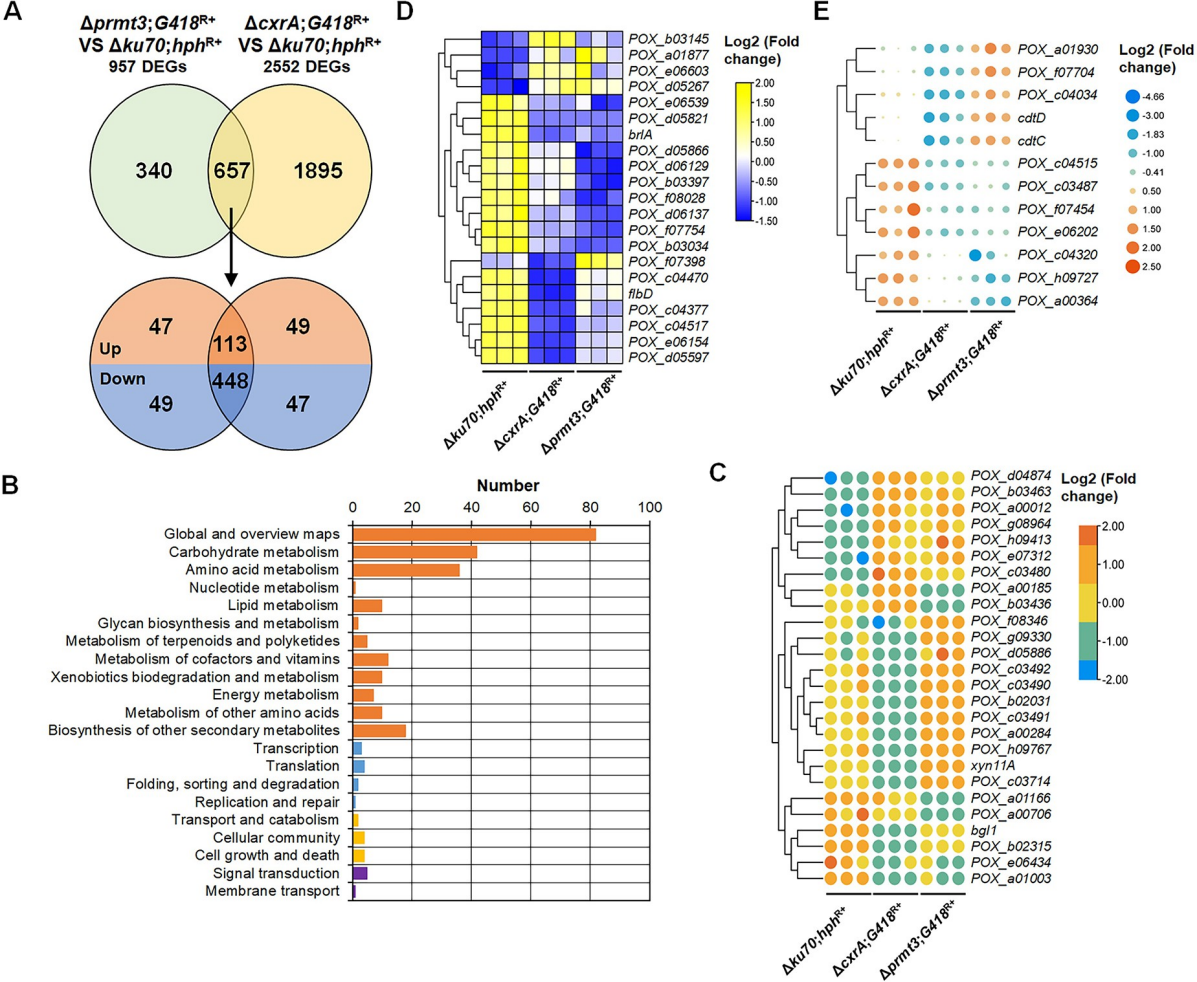
Co-regulation between CxrA and PRMT3 in *P*. *oxalicum*. (**A**) Numbers of differentially expressed genes (DEGs) in regulons between *cxrA* and *prmt3*. DEG regulons were determined by comparison of transcriptomic data from Δ*prmt3*;*G418*^R+^ and Δ*cxrA*;*G418*^R+^ with that of the background strain Δ*ku70*;*hph*^R+^. “Up” and “Down” indicate up- and down-regulation. (**B**) KEGG annotations of the 657 genes co-regulated by *cxrA* and *prmt3*. (**C**) Heatmap illustrating the expression of DEGs encoding plant-cell-wall-degrading enzymes. (**D**) Heatmap showing the expression of DEGs encoding putative transcription factors. (**E**) Heatmap displaying the expression of DEGs encoding sugar transporters. In panels C and D, the three columns of data corresponding to each fungal strain represent the three biological replicates for each strain.

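S1 Dataset and the part of S2 Dataset read here share 6 cellulase and xylanase genes. All 6 were called in both mutants: bgl1, POX_a00284, POX_f08346, POX_e06434, xyn11A and POX_c03490. The gene cel61A, outside the annotation terms of these lists, was called as lower in both mutants as well. In the direct comparison of the mutants, 5 of the 6 differed past the thresholds. For the 4 called in opposite directions, a difference over the fold change threshold follows by construction. Of the 2 lower in both mutants, bgl1 differed. The exception was POX_e06434, whose log2 fold change between ΔcxrA and Δprmt3 was -0.53 (standard error 0.43, adjusted p = 0.31 from limma).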

The co-regulated DEG set included four BGL genes (*bgl1*, *POX_a00284*, *POX_f08346* and *POX_e06434*) and two xylanase genes (*xyn11A* and *POX_c03490*). The mRNA/transcription levels of these genes were up-regulated in Δ*prmt3*;*G418*^R+^, but down-regulated in Δ*cxrA*;*G418*^R+^, compared with Δ*ku70*;*hph*^R+^, except for *bgl1* and *POX_e06434*, which were down-regulated in both mutants (Fig 6C). 

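In ΔcxrA, xyn11A fell to 181 ± 45.7 scaled FPKM (SD, n = 3), a log2 fold change of -2.79 (standard error 0.19, adjusted p = 5.1e-06 from limma). POX_c03490 was at 9.95 ± 1.78 scaled FPKM (SD, n = 3). POX_a00284 fell to 22.1 ± 0.68 scaled FPKM (SD, n = 3), a log2 fold change of -1.76. POX_f08346 fell to 261 ± 124 (SD, n = 3), a log2 fold change of -1.28, which was -0.87 on FPKM without further scaling. The gene bgl1 fell to 27.0 ± 3.83 scaled FPKM (SD, n = 3), a log2 fold change of -3.06. POX_e06434, at 0.099 ± 0.067 scaled FPKM (SD, n = 3), had a log2 fold change of -2.30, or -0.77 with a pseudocount of 1.

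**Figure D2:**
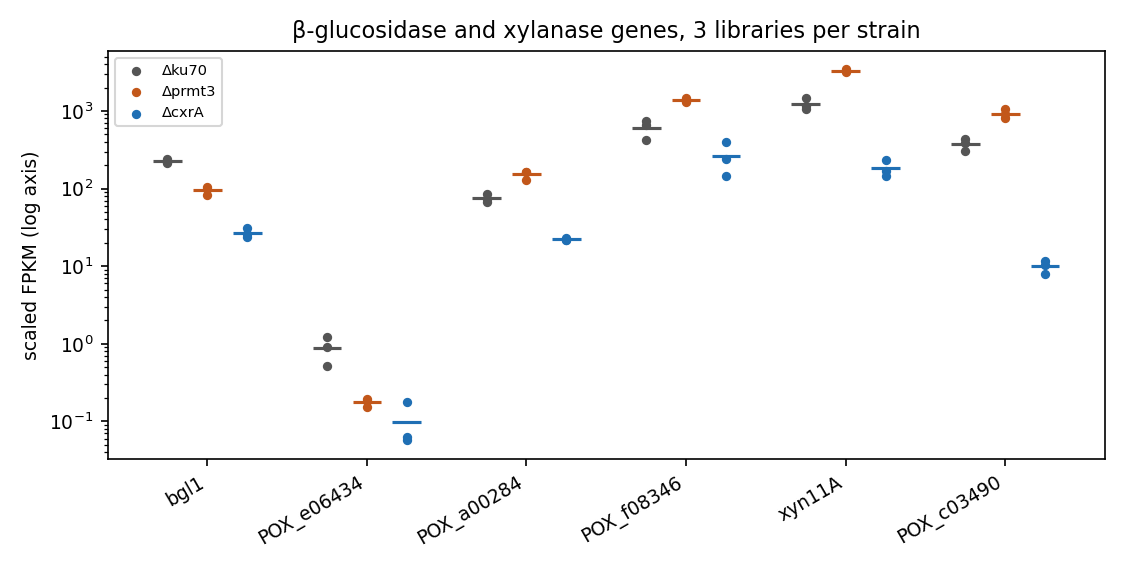
Scaled FPKM, on a log axis, of the 6 β-glucosidase and xylanase genes called in both mutants; each point is 1 of 3 libraries per strain and each bar the mean of the strain. The Δprmt3 points lie above the Δku70 points in POX_a00284, POX_f08346, xyn11A and POX_c03490 and below them in bgl1 and POX_e06434, and the ΔcxrA points lie below the Δku70 points in all 6.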

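S1 Dataset and the part of S2 Dataset read here share 21 transcription factor genes, all called in both mutants. Of these, 16 were lower in both, 4 were higher in both and 1, POX_f07398, was higher in Δprmt3 and lower in ΔcxrA. Of the 12 sugar transporter genes shared in the same way, 7 were lower in both mutants. The other 5 were higher in Δprmt3 and lower in ΔcxrA, among them POX_c04047 and POX_c04185, taken here as the cellodextrin transporter genes. Genes outside the part of S2 Dataset read here can be missing from these counts. The sugar transporter gene POX_g09252, of the Δprmt3 list alone, went the other way. Its log2 fold change was -1.99 in Δprmt3 and 1.89 in ΔcxrA. In ΔcxrA the log2 fold change of POX_c04047 was -1.51 (standard error 0.23, adjusted p = 0.00052 from limma) and that of POX_c04185 was -1.57 (standard error 0.18, adjusted p = 0.00012 from limma). Under quantile normalization they were -0.98 and -1.02, the first short of the threshold.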

The expression of most co-regulated DEGs encoding TFs and sugar transporters decreased in Δ*prmt3*;*G418*^R+^ and Δ*cxrA*;*G418*^R+^, compared with Δ*ku70*;*hph*^R+^ (Fig 6D and 6E), however, the cellodextrin transporter genes *cdtC* and *cdtD* were downregulated in Δ*cxrA*;*G418*^R+^ and upregulated in Δ*prmt3*;*G418*^R+^, compared with Δ*ku70*;*hph*^R+^ (Fig 6E).

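Expression of prmt2 (POX_f08428) was 20.2 ± 0.47 scaled FPKM (SD, n = 3) in Δku70 and 16.7 ± 1.01 (SD, n = 3) in Δprmt3. Its log2 fold change in Δprmt3 was -0.27 (standard error 0.095, adjusted p = 0.067 from limma), and it was not called under any of the alternatives tried.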

Notably, gene *prmt2* was included in the CxrA regulon, rather than in the *prmt3* regulon. In Δ*cxrA*;*G418*^R+^, the expression of *prmt2* increased by 1.2-fold, compared with Δ*ku70*;*hph*^R+^ (S2 Dataset), indicating that CxrA inhibits the expression of *prmt2* on Avicel.

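In ΔcxrA, prmt2 was at 43.8 ± 4.31 scaled FPKM (SD, n = 3), with a log2 fold change of 1.11 against Δku70 (standard error 0.095, adjusted p = 2.2e-05 from limma). The fold change from this log2 value, minus 1, was 1.16. All 3 ΔcxrA libraries lay above all 3 Δku70 libraries (exact permutation test, two-sided p = 0.1, the smallest 3 libraries against 3 allow). With each replicate left out in turn, the log2 fold change stayed between 1.03 and 1.17, and without further scaling it was 1.52. The difference between the mutants was tested as well, with a log2 fold change of 1.38 in ΔcxrA against Δprmt3 (standard error 0.095, adjusted p = 7.1e-06 from limma). Of the other arginine methyltransferase genes, POX_d05270 rose from 2.89 ± 0.54 to 15.2 ± 1.28 scaled FPKM (SD, n = 3) in ΔcxrA. POX_e06662 fell by 0.47 on the log2 scale there, short of the threshold. The gene prmt3 (POX_b03080) rose by 0.80 (standard error 0.19, adjusted p = 0.0071 from limma), also short of it, and was called under 1 of 14 alternatives. From the higher expression of prmt2 without CxrA, the paper concludes that CxrA inhibits the expression of prmt2 on Avicel.

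**Figure D3:**
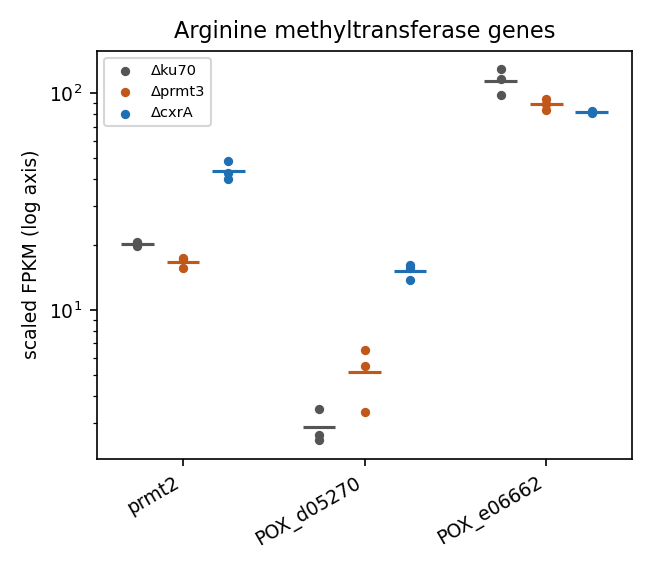
Scaled FPKM, on a log axis, of the arginine methyltransferase genes prmt2, POX_d05270 and POX_e06662; each point is 1 of 3 libraries per strain and each bar the mean of the strain. The ΔcxrA points lie above those of both other strains in prmt2 and POX_d05270.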

## Discussion

Previous work demonstrated that an Zn2Cys6-type TF, CxrA, promotes the biosynthesis of cellulase and xylanase in *P*. *oxalicum* [2]. From this study, it appears that the N-terminal region, CxrA_Δ207–733_ is essential to the regulatory function of full-length CxrA, containing the DNA-binding domain (CxrA_Δ1–16&Δ59–733_) [4] and the methylation site, R94 under induction conditions. Nevertheless, in general, for many Zn2Cys6-type TFs such as ClrB, the C-terminal region is capable of transcriptional activation and the intermediate region participates in the regulation of TF activity [14]. In addition, the N-terminal CxrA_Δ17–733_ repressed the regulatory action of CxrA by an unknown mechanism.

Moreover, CxrA appeared to interact with the truncation mutant CxrA_Δ1–60_ via Y2H assay, i.e., dimerize, in common with other TFs belonging to the zinc finger family, such as ACE3 [15], CLR-2, XLR-1 [16] and CxrC [5]. The truncation mutant CxrA_Δ1–60_ may affect protein fold, thereby leading to the different results from interaction between the full-length CxrA and itself. However, whether self-interaction of the full-length CxrA occurs actually in *P*. *oxalicum* merits further investigation, as well as whether this interaction is required for CxrA function.

Post-translational modification generally modulates protein function, especially methylation, phosphorylation, and acetylation. Although the exact function of arginine methylation is still controversial, accumulated evidence indicates that it is involved in many cellular processes, such as transcription activation and repression, protein-protein interaction, DNA repair and pre-mRNA splicing [17,18]. However, these reports mainly focus on humans and other mammals [19–25] and to the best of our knowledge, there is only one previous report on arginine methylation in microorganisms [11]. This study found that R94 in CxrA_Δ1–60_ was methylated by protein arginine N-methyltransferase PRMT2. Nevertheless, it should be noted that the truncated CxrA_Δ1–60_ used for *in vitro* methylation experiments is nonfunctional and lacks the DNA binding domain, and thus, that it is possible that interactions between full-length CxrA and PRMT2 may be different due to changes in protein folding, etc. Moreover, R94 was required for the activation by CxrA of cellulase and xylanase biosynthesis (Fig 7), as well as the interaction between CxrA_Δ1–60_ and itself, which might be due to the methylation of R94. However, it did not exclude the possibility that the exchange of the amino acid maybe simply lead to misfolding, which requires further observation by either CD-spectroscopy or HDX-MS. How methylation modification influences the regulatory roles of CxrA also remains unclear.

**Fig 7:**
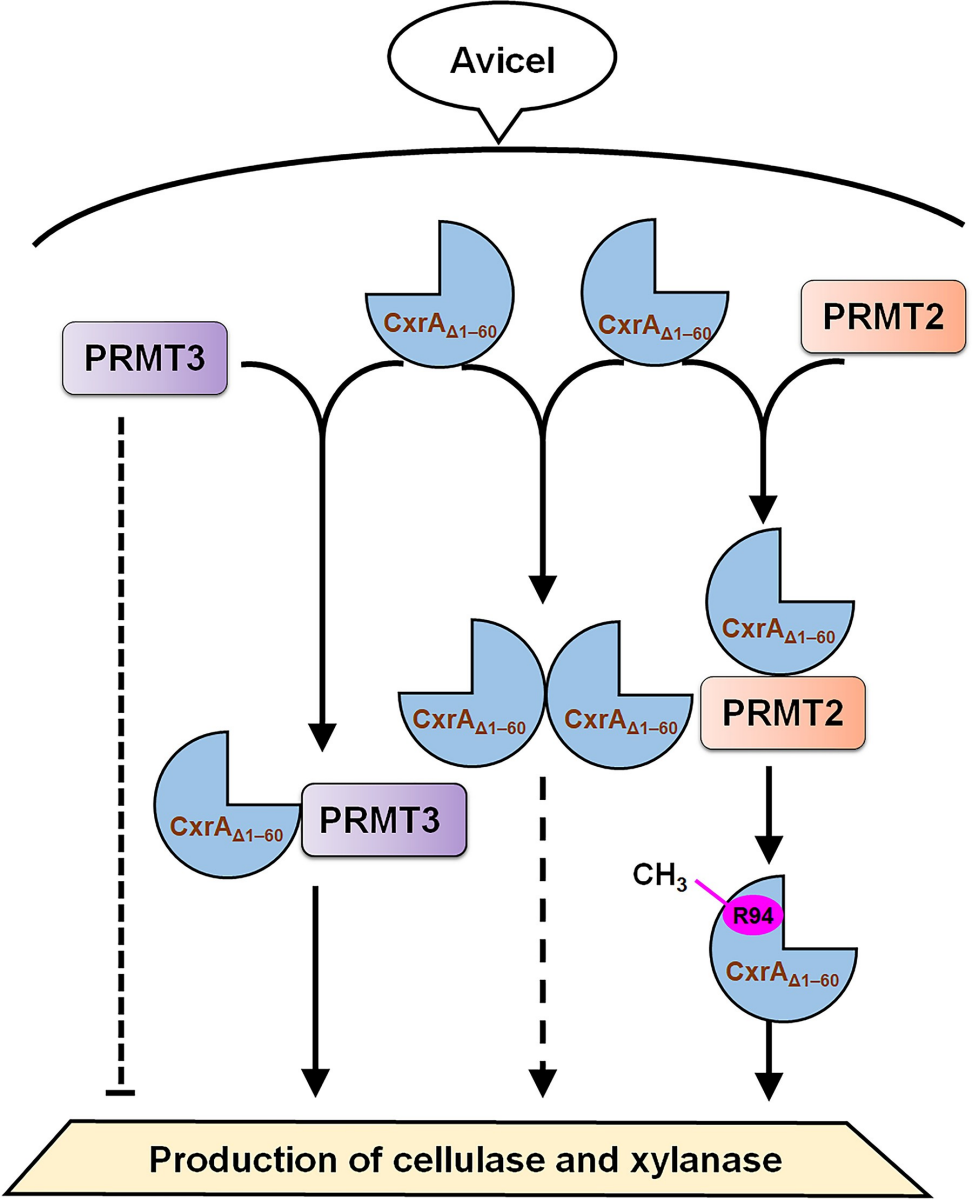
Proposed model of CxrA function in *P*. *oxalicum* grown on Avicel. CxrA_Δ1–60_ is methylated by an arginine N-methyltransferase PRMT2 at R94, and interacts with itself. In addition, the CxrA_Δ1–60_ interacts with another arginine N-methyltransferase, PRMT3, which apparently assists the nuclear translocation of CxrA. PRMT3 down-regulates the production of cellulase and xylanase in wild-type *P*. *oxalicum*, when growing on Avicel, by an unknown mechanism, but PRMT3 is also required for *cxrA*-mediated up-regulation of cellulase and xylanase production by *P*. *oxalicum*. Notably, the role for PRMT3 in regulating the expression of major cellulase and xylanase expression may change over time. The order of occurrence of the interaction between CxrA_Δ1–60_ and PRMT3, CxrA_Δ1–60_ self-interaction/dimerization, and CxrA_Δ1–60_ methylation remains unclear. Nevertheless, it should be noted that the CxrA_Δ1–60_ used for *in vitro* methylation experiments is nonfunctional and lacks the DNA binding domain, and thus, that it is possible that interactions between full-length CxrA and PRMT2 may be different due to changes in protein folding. Lines with arrows display activation, and barred lines show repression. Dashed lines indicate an unclear mechanism.

Homologous alignment indicated that PRMT2 shared a low identity (34.83%) with type IV PRMT, RMT2 from yeast [26]. RMT2 catalyzes the formation of *δ*-*N*^G^ monomethyl arginine [27]. Notably, *in vitro* methylation experiments confirmed that PRMT2 could catalyze the biosynthesis of the *ω*-*N*^G^ monomethyl arginine and asymmetric *ω-N*^*G*^, *N*^G^-dimethylarginine [6]; this activity would normally be classified as a type I PRMT, so further study will be needed to clarify the correct classification of PRMT2.

It should be noted that the it was not possible to generate the deletion mutant Δ*prmt2*;*G418*^R+^, suggesting that PRMT2 is critical to cell-survival and that deletion results in Δ*prmt2*;*G418*^R+^ becoming a non-viable mutant. Overexpression of *prmt2* up-regulated cellulase and xylanase production under Avicel induction, and it is possible that increasing R94 methylation of CxrA strengthens its regulatory effect.

Moreover, another arginine methyltransferase PRMT3 was also identified, which down-regulated cellulase and xylanase production at the late stage of Avicel induction in wild-type *P*. *oxalicum*, whereas PRMT3 was required for up-regulation of cellulase and xylanase production by *cxrA*. Notably, the role for PRMT3 in regulating cellulase and xylanase expression may change over time. In addition, unexpectedly, PRMT3 interacted with CxrA_Δ1–60_ but not with full-length CxrA via Y2H assay, whereas it did not methylate CxrA_Δ1–60_ (Fig 7). In addition, it appears that nuclear translocation of CxrA is facilitated by PRMT3, but that CxrA can also enter the nucleus independently of PRMT3. The different interactions between PRMT2 and the full-length CxrA, and nonfunctional CxrA might be due to changes in protein folding.

PRMT3 is highly conserved in all eukaryotes [17] and is essential to a variety of cellular processes, for examples, PRMT3 influences the relative levels of small ribosomal subunits in yeast, by interaction with Rps2 (40S ribosomal protein S2), but not by methylation [19]; negatively regulates antiviral responses in Zebrafish [20]; stimulates tumorigenesis via controlling c-MYC stabilization in colorectal cancer [21]; represses retinoic acid signaling through interacting with retinal dehydrogenase 1 [22]. This study initially found that PRMT3 influenced the cellulase and xylanase biosynthesis in *P*. *oxalicum* through unknown mechanism.

An important issue arising from the above findings is the apparent paradox that PRMT3 suppresses cellulase and xylanase biosynthesis in the wild-type *P*. *oxalicum*, but it is required for up-regulation of cellulase and xylanase production by *cxrA*. It appears that PRMT3 facilitates the entry of CxrA into the nucleus, repressed the expression of the important transcriptional repressor gene, *cxrC* [5] and dynamically regulated some cellulase and xylanase genes. This implies that PRMT3 repressed cellulase and xylanase production in *P*. *oxalicum* through a complex mechanism. To explain this mystery, the substrates methylated by PRMT3 in *P*. *oxalicum* should be identified. In addition, the regulatory effects of PRMT3 conflict with activation of CxrA, suggesting that genetic engineering involving their genes, to improve the yields of fungal cellulase and xylanase in synthetic biology, will be very challenging until their functions and interactions are much more clearly understood.

Improved understanding of the functions of PRMTs is not only relevant to fungi, but also to human health. PRMT is considered a promising target for inhibition, with great potential for such inhibitors in cancer therapy [18] and treatment of other diseases. For example, the allosteric PRMT3 inhibitor SGC707 effectively reduced the extent of hepatic steatosis (fatty liver) in mice [28]. PRMT inhibition may also be possible by the alternative approach of down-regulating the expression of PRMT-encoding genes. Further research is needed to identify more regulatory genes and to improve understanding of cellulase and xylanase biosynthesis regulation in *P*. *oxalicum*.

## Materials and methods

### Microbial strains, medium and culture conditions

All microbial strains used in this study are shown in Table 1. *E*. *coli* strains DH5α and DE3 were used for plasmid construction and protein heterologous expression, and were cultured in Luria-Bertani medium at 37°C.

**Table 1:** *Penicillium oxalicum* strains used in this study.

*P*. *oxalicum* strains	Description	Genotypes	References
Δ*ku70*;*hph*^R+^	Background strain in which gene *ku70* is replaced by *hph*^R+^	*ku70*^−^; *hph*^R+^	[29]
Δ*ku70*Δ*pepA*; *G418*^R+^	In the Δ*ku70*::*hph*^R+^, gene *pepA* is replaced by *G418*^R+^	*ku70*^−^; *pepA*^−^; *hph*^R+^; *G418*^R+^	[12]
Δ*cxrA*;*G418*^R+^	In the Δ*ku70*::*hph*^R+^, gene *cxrA* is replaced by *G418*^R+^	*ku70*^−^; *cxrA*^−^; *hph*^R+^; *G418*^R+^	[2]
C*cxrA*;*ble*^R+^	In the Δ*cxrA*::*G418*^R+^, the full *cxrA* is integrated at *pepA* locus, with the marker *ble*^R+^	*ku70*^−^; *pepA*^−^; *hph*^R+^; *G418*^R+^; *ble*^R+^	This study
Δ61–733;*ble*^R+^	In the Δ*cxrA*::*G418*^R+^, *cxrA*_Δ61–733_ is integrated at *pepA* locus, with the marker *ble*^R+^	*ku70*^−^; *pepA*^−^; *cxrA*^−^; *cxrA*_Δ61–733_^+^; *hph*^R+^; *G418*^R+^; *ble*^R+^	This study
Δ207–733;*ble*^R+^	In the Δ*cxrA*::*G418*^R+^, *cxrA*_Δ207–733_ is integrated at *pepA* locus, with the marker *ble*^R+^	*ku70*^−^; *pepA*^−^; *cxrA*^−^; *cxrA*_Δ207–733_^+^; *hph*^R+^; *G418*^R+^; *ble*^R+^	This study
Δ592–733;*ble*^R+^	In the Δ*cxrA*::*G418*^R+^, *cxrA*_Δ592–733_ is integrated at *pepA* locus, with the marker *ble*^R+^	*ku70*^−^; *pepA*^−^; *cxrA*^−^; *cxrA*_Δ592–733_^+^; *hph*^R+^; *G418*^R+^; *ble*^R+^	This study
Δ1–16;*ble*^R+^	In the Δ*cxrA*::*G418*^R+^, *cxrA*_Δ1–16_ is integrated at *pepA* locus, with the marker *ble*^R+^	*ku70*^−^; *pepA*^−^; *cxrA*^−^; *cxrA*_Δ1–16_^+^; *hph*^R+^; *G418*^R+^; *ble*^R+^	This study
Δ1–60;*ble*^R+^	In the Δ*cxrA*::*G418*^R+^, *cxrA*_Δ1–60_ is integrated at *pepA* locus, with the marker *ble*^R+^	*ku70*^−^; *pepA*^−^; *cxrA*^−^; *cxrA*_Δ1–60_^+^; *hph*^R+^; *G418*^R+^; *ble*^R+^	This study
Δ1–60&207–733;*ble*^R+^	In the Δ*cxrA*::*G418*^R+^, *cxrA*_Δ1–60&207–733_ is integrated at *pepA* locus, with the marker *ble*^R+^	*ku70*^−^; *pepA*^−^; *cxrA*^−^; *cxrA*_Δ1–60&207–733_^+^; *hph*^R+^; *G418*^R+^; *ble*^R+^	This study
R94A;*ble*^R+^	In the Δ*cxrA*::*G418*^R+^, *cxrA*^R94A^ is integrated at *pepA* locus, with the marker *ble*^R+^	*ku70*^−^; *pepA*^−^; *cxrA*^−^; *cxrA*^R94A+^; *hph*^R+^; *G418*^R+^; *ble*^R+^	This study
Δ*prmt3*;*G418*^R+^	In the Δ*ku70*::*hph*^R+^, gene *prmt3* is replaced by *G418*^R+^	*ku70*^−^; *prmt3*^−^; *hph*^R+^; *G418*^R+^	This study
O*prmt2*;*G418*^R+^	In the Δ*ku70*::*hph*^R+^, gene *prmt2* is integrated at gene *pepA*, with the maker *G418*^R+^	*ku70*^−^; *pepA*^−^; two copies of *prmt2*; *hph*^R+^; *G418*^R+^	This study
C*prmt3*;*ble*^R+^	In the Δ*cxrA*::*G418*^R+^, the full *prmt3* is integrated at *pepA* locus, with the marker *ble*^R+^	*ku70*^−^; *pepA*^−^; *hph*^R+^; *G418*^R+^; *ble*^R+^	This study
O*prmt3*;*G418*^R+^	In the Δ*ku70*::*hph*^R+^, gene *prmt3* is integrated at gene *pepA*, with the maker *G418*^R+^	*ku70*^−^; *pepA*^−^; two copies of *prmt3*; *hph*^R+^; *ble*^R+^	This study
O*cxrA-gfp*;*G418*^R+^	In the Δ*ku70*::*hph*^R+^, the *cxrA*-*gfp* is integrated at gene *pepA*, with the maker *G418*^R+^	*ku70*^−^; two copies of *cxrA*; *gfp*^+^; *hph*^R+^; *G418*^R+^	This study
Δ*prmt3*;*cxrA-gfp*;*G418*^R+^;*ble*^R+^	In the Δ*prmt3*::*G418*^R+^, the *cxrA*-*gfp* is integrated at gene *pepA*, with the maker *ble*^R+^	*ku70*^−^; *prmt3*^−^; *G418*^R+^; two copies of *cxrA*; *gfp*^+^; *hph*^R+^; *ble*^R+^	This study

*S*. *cerevisiae* strains Y2HGold and Y187, used for the Y2H assay, were cultured at 30°C in yeast extract peptone dextrose medium (YPD) containing peptone (20.0 g/L), yeast extract (10.0 g/L), glucose (20.0 g/L) and adenine (4.0 g/L). Synthetic defined medium (SD Base) lacking tryptophan, leucine, histidine, and adenine (SD/–Trp/–Leu/–His/–Ade), with Aureobasidin A (AbA, 100 ng/mL) was used for screening of recombinant yeast.

*P*. *oxalicum* strains, including the background strain Δ*ku70*;*hph*^R+^ [29] and a series of constructed mutants were routinely cultured at 28°C on PDA plates for 4−5 d. The conidia were collected with 0.2% Tween 80 (Sangon Biotech Co., Ltd., Shanghai, China) from the plates, and used for reproduction.

To measure the production of cellulase and xylanase, *P*. *oxalicum* strains were pre-grown in modified minimal medium (MMM; g/L, (NH4)_2_SO_4_ 4.0, CaCl_2_ 0.6, KH_2_PO_4_ 4.0, MgSO_4_·7H_2_O 0.6, FeSO_4_·7H_2_O 0.25, MnSO_4_·H_2_O 0.08, ZnCl_2_ 0.085, CoCl_2_ 0.1, 2 ml/L Tween 80, pH 5.5) containing 1% glucose as the sole carbon source for 24 h, then transferred into MMM containing 2% Avicel as the carbon source [5] for 2–4 d.

*P*. *oxalicum* strains were cultured on PDA and MMM agar plates containing 1% glucose, 2% CMC, or 2% Avicel as carbon source, at 28°C for 4 d, for observation of colony phenotype.

For RNA-sequencing and RT-qPCR assays, *P*. *oxalicum* strains were cultured at 28°C for 4–48 h, after a transfer from glucose (1%) medium, as described above.

### Yeast two-hybrid (Y2H) assay

The Y2H assay was performed with the Matchmaker Gold Yeast Two-Hybrid System, following the manufacturer’s instructions (TaKaRa, Dalian, China). The DNA fragments encoding CxrA_Δ1–60_, CxrA_Δ1-60_^R94A^ and PRMT2/3 used as the baits were amplified from the genomic DNA of HP7-1 and cloned into the plasmid pGBKT7 at *Eco*RI/*Bam*HI sites, respectively, resulting in the recombinant pGBKT7-*cxrA*_Δ1–60_, pGBKT7-*cxrA*_Δ1-60_^R94A^, pGBKT7-*prmt2* and pGBKT7-*prmt3*. The DNA fragments encoding PRMT2/3 and CxrA used as the preys, from *P*. *oxalicum* HP7-1 genomic DNA, were introduced into the plasmid pGADT7, respectively, to generate the pGADT7-*cxrA*, pGADT7-*cxrA*_Δ1-60_^R94A^, pGADT7-*prmt2* and pGADT7-*prmt3*. Subsequently, these relevant recombinant plasmids were co-transformed into Y2HGold competent cells. The SD/-Trp/-Leu/-His/-Ade medium with 100 ng/mL AbA and 1 M X-α-Gal (chromogenic substrate) was used to screen for positive transformants. Y2HGold cells containing pGBKT7-p53 and pGADT7-T was the positive control, and Y2HGold containing pGBKT7-Lam and pGADT7-T was the negative control.

### GST-pulldown assay

*In vitro* protein-protein interactions were investigated using the GST-pulldown assay, as described previously [5]. Western blotting was employed to test the target protein with anti-GST and anti-His antibodies (TransGen Biotech Co., Ltd.).

### Construction of recombinant *P*. *oxalicum* strains

All mutants were constructed based on homologous recombination techniques, as described previously [2]. The primers used for mutant construction are shown in S1 Table.

### Colony phenotype observation

*P*. *oxalicum* colonies on agar plates containing different carbon sources were photographed with a digital camera (EOS 6D; Canon Inc., Tokyo, Japan).

### RNA-Sequencing and RT-qPCR assays

RNA-sequencing was performed by Frasergen (Wuhan, China) where the sequenced data were analyzed as described previously [30]. Briefly, the software packages SOAPnuke (v 2.1.0) [31] and HISAT2 (v 2.2.1) [32] were used for quality control of data and mapping to the *P*. *oxalicum* genome, respectively [13]. Gene expression was analyzed with both RSEM (v1.3.3) [33] and Bowtie2 (v2.3.5) [34], then visualized via the number of fragments per kilobase of exon per million mapped reads. Differentially expressed genes were searched with the DESeq2 tool [35], using false discovery rate (FDR) < 0.05 and |Log2 fold change| > 1.0 as thresholds.

The RT-qPCR assay was performed with the ChamQ Universal SYBR qPCR Master Mix, following the manufacturer’s instructions (Vazyme Biotech, Nanjing, China). The internal reference gene was *POX_d06005* (encoding actin), generated by PCR amplification (S1 Table). The relative expression of the tested gene in *P*. *oxalicum* mutants was normalized to that of the background strain Δ*ku70*;*hph*^R+^, calculated by the 2^−ΔΔCT^ method [36]. All experiments were replicated at least three times.

### Enzyme activity assays

The cellulase and xylanase activities of *P*. *oxalicum* strains were measured as described previously [2]. Filter paper cellulase and carboxymethyl cellulase were assayed with Whatman No. 1 filter paper (GE Healthcare Life Sciences, Little Chalfont, UK) and 1% carboxymethyl cellulose (Sigma-Aldrich, St. Louis, MO) as substrates, respectively. Xylanase activity was assayed with beechwood xylan (Megazyme International, Bray, Ireland) as substrate. An enzyme activity unit (U) was defined as the quantity of enzyme required to produce 1 μmoL of reducing sugar per min from the substrate. Cellulase and xylanase production by *P*. *oxalicum* was defined as units of enzyme activity per milliliter of crude culture or per gram of intracellular protein extracted from mycelia.

### Extraction of intracellular protein from *P*. *oxalicum* mycelia

The harvested mycelia separated from MMM containing Avicel inoculated with *P*. *oxalicum* were ground into powder after adding liquid nitrogen. The powder was dissolved in protein extraction buffer comprising of 0.5 mM phenylmethylsulfonyl fluoride (PMSF), 8.5 g/L NaCl, 0.2 g/L NaH_2_PO_4_, 2.2 g/L Na_2_HPO_4_ and 0.4 g/L ethylene diamine tetraacetic acid (EDTA), then the supernatant containing mycelial proteins was collected by centrifugation. Protein concentration was measured by Bradford Assay Kit (Pierce Biotechnology, Rockford, IL, USA).

### Measurement of methyltransferase production by *P*. *oxalicum*

Methyltransferase production of *P*. *oxalicum* mutant Δ*prmt3*;*G418*^R+^, background strain Δ*ku70*;*hph*^R+^ and complementation strain C*prmt3*;*ble*^R+^ was assayed using a histone methyltransferase ELISA assay kit (#YJ608911; mlBio, Shanghai, China), following the manufacturer’s instructions.

### *In vitro* methylation experiment

*In vitro* methylation assay was performed as described previously [37]. In brief, the GST-tagged CxrA and His-tagged methyltransferase were expressed in *E*. *coli* and purified. The purified GST-CxrA and methyltransferase were mixed with S-adenosyl-L-methionine as methyl donor, and reacted for 2 h at 30°C. Western blotting was used to detect substrate methylation with the corresponding antibodies including anti-mono methyl arginine, anti-symmetric di-methyl arginine, and anti-asymmetric di-methyl arginine.

### Protein sequence analysis

Protein sequences from *P*. *oxalicum* and the other related species were analyzed on and downloaded from, the NCBI website (https://www.ncbi.nlm.nih.gov/). Conserved domains were identified using the SMART database (http://smart.embl.de/). The cladogram of relative proteins was built using the Neighbor-joining method and the Poisson correction model in MEGA version X [38]. Alignment of protein sequences was performed with the multiple Sequence Alignment tool, ClustalW, on MUSCLE (https://www.ebi.ac.uk/Tools/msa/muscle/).

### Investigation of protein subcellular localization

The subcellular localization of target proteins in the mycelia of *P*. *oxalicum* cultured in Avicel medium was determined with green fluorescent protein (GFP) as the reporter, as described previously [5].

### LC-MS/MS analysis

The LC-MS/MS assay to detect post-translational modification of CxrA was performed as described previously [5]. In brief, the fusion protein CxrA-GFP was precipitated with anti-GFP antibody (TransGen Biotech Co., Ltd.) and purified by BeaverBeads Proute from an A (or A/G) Immunoprecipitation Kit (Beaver Biomedical Engineering Co., Ltd. Suzhou, China). The isolated PoxCxrA-GFP was analyzed on a liquid chromatography system (Waters, Milford, MA, USA) coupled with a Thermo Scientific LTQ-Orbitrap Mass Spectrometer (Thermo Fisher Scientific, Bremen, Germany).

### Data statistical analysis

The obtained data in this study was statistically analyzed using Microsoft Excel (Office 2019) (Microsoft, Redmond, WA, USA) and SPSS (IBM, Armonk, NY, USA) with Student’s *t*-test and one-way ANOVA, respectively.

## Supporting information

S1 Fig **Construction strategy for *P. oxalicum* mutants involving introduction of truncated *cxrA* genes into Δ*cxrA;G418^R+^* (A) and confirmation by PCR analysis (B-E).** (**B**) PCR production of *POX_d05452* with primers POX_d05452-F/POX_d05452-R. (**C**) DNA fragment with primers POX_d05452-LF/Ble-VR. (**D**) DNA fragment with primers Ble-VF/POX_d05452-LR. M: 1 kb DNA marker; 1: ddH_2_O; 2: Δ*ku70;hph*^R+^, 3: *CcxrA;ble*^R+^, 4: 1–60; 5: 1–206; 6:1–591; 7: 17–733; 8: 61–733; 9: 61–206. (**E**) PCR verification of mutant R94A;*ble*^R+^. M: 1 kb DNA marker; 1: ddH_2_O; 2: Δ*ku70;hph*^R+^, 3: *R94A;ble*^R+^. Left panel indicates amplification of DNA fragment with primers POX_d05452-F/POX_d05452-R; Middle panel shows PCR products with primers POX_d05452-LF/Ble-VR; Right panel shows PCR amplification of DNA fragment with primers Ble-VF/POX_d05452-LR. The bottom panel shows verification of DNA sequence. M: 1 kb DNA marker; 1–12: Transformants; +: Δ*ku70;hph*^R+^;–: ddH_2_O.
(TIF) Click here for additional data file.

S2 Fig Phenotypes of *P*. *oxalicum* strains on solid plates containing various carbon sources. These fungal strains were cultured for 4 d. PDA: Potato dextrose agar; CMC: Carboxymethyl cellulose.
(TIF) Click here for additional data file.

S3 Fig Construction of *P*. *oxalicum* overexpression strain O*cxrA-his*;*G418*^R+^ and the production of cellulase and xylanase by the constructed strains. (**A**) Schematic illustration showing construction strategy. (**B**) PCR confirmation. Upper panel shows PCR production of *cxrA*; Middle panel indicates DNA fragments with primers POX_d05452-F/G418-VR; Bottom panel presents DNA fragments with primers POX_d05452-F/G418-VR. (**C**) Filter paper cellulase (FPase) production. (**D**) Carboxymethyl cellulase (CMCase) production. (**E**) xylanase production. Fungal strains were pre-grown in glucose medium for 24 h, then transferred into Avicel medium for 2–4 d. Enzyme production is normalized to the intracellular proteins of mycelia representing fungal growth. (**F**) Relative expression of *cxrA* in both O*cxrA-his*;*G418*^R+^ and Δ*ku70*;*hph*^R+^. Total RNA as template was extracted from fungal mycelia harvested after culture on Avicel for 48 h. ** *p* < 0.01 and * *p* < 0.05 indicate significant differences between the overexpression strain and background strain, assessed by Student’s *t*-test.
(TIF) Click here for additional data file.

S4 Fig LC-MS/MS assay indicating post-translational modification of CxrA in the presence of Avicel. (**A**) Amino acid sequence; residues in yellow were modified. Red P, M and A represent phosphorylation, acetylation, and methylation. (**B**) Oligopeptides with red color were identified by LC-MS/MS.
(PDF) Click here for additional data file.

S5 Fig Autoactivation experiment on the full-length CxrA in *Saccharomyces cerevisiae*. Serial dilutions of yeast Y2HGold cells carrying pGBKT7-*cxrA* and pGBKT7, pGBKT7+pGADT7-p53, pGBKT7+pGADT7-Lam as controls were cultured on SD/-Trp, SD/-Trp/X-α-Gal and SD/-Trp/X-α-Gal/AbA at 30°C for 4 d.
(TIF) Click here for additional data file.

S6 Fig **Autoactivation detection of the bait CxrA_Δ1–60_ (A) and determination of CxrA_Δ1–60_ toxicity to yeast cells (B).** Serial dilutions of yeast Y2HGold cells carrying pGBKT7-*cxrA*_Δ1–60_ and pGBKT7 as control were cultured on SD/-Trp, SD/-Trp/X-α-Gal and SD/-Trp/X-α-Gal/AbA at 30°C for 4 d.
(TIF) Click here for additional data file.

S7 Fig **Construction strategy (A–F) and PCR verification (G–Y) of *P. oxalicum* mutants used in this study.** These strains include the overexpression strain *OPOX_f08428;G418*^R+^ (**A; G–J**), mutants Δ*POX_b03080;G418*^R+^ (**B; K–M**), Δ*POX_d05270;G418*^R+^ (**B; N–P**), Δ*POX_e06662;G418*^R+^ (**B; Q–S**), complementation strain *Cprmt3;ble*^R+^ (**C; T–V**), *Oprmt3-gfp;G418*^R+^ (**D; W**), *OcxrA-gfp;G418*^R+^ (**E; X**) and Δ*prmt3;cxrA-gfp;G418*^R+^;*ble*^R+^ (**F; Y**). (**G; T**) PCR amplification of *POX_d05452* with primer pair POX_d05452-F/POX_d05452-R. (**H**), (**L**), (**O**) and (**R**) DNA fragments with primers Target-LF/G418-VR. (**I**) PCR production of G418 resistance gene. (**J**), (**M**), (**P**) and (**S**) DNA fragments with primers G418-VF/Target-RR. (**K**), (**N**) and (**Q**) PCR amplification of target genes. M: 1 kb DNA marker; 1–3: Three transformants; 4: Δ*ku70;hph*^R+^; 5: ddH2O. (**T**) PCR amplification of POX_d05452. (**U**) PCR products with primers POX_d05452-LF/Ble-VR. (**V**) PCR amplification of DNA fragment with primers Ble-VF/POX_d05452-LR. M: 1 kb DNA marker; 1: ddH2O; 2: Δ*ku70;hph*^R+^; 3: *Cprmt3;ble*^R+^. In panel W, X and Y, upper panel shows amplification of DNA fragment with primers POX_d05452-F/POX_d05452-R; Middle panel shows PCR products with primers POX_d05452-LF/Ble-VR; Bottom panel shows PCR amplification of DNA fragment with primers Ble-VF/POX_d05452-LR. M: 1 kb DNA marker; 1: ddH_2_O; 2: Δ*ku70*; 3: *Oprmt3-gfp;G418*^R+^, *OcxrA-gfp;G418*^R+^ or Δ*prmt3;cxrA-gfp;G418*^R+^;*ble*^R+^. *pepA* (*POX_d05452*): aspartic protease gene; G418:; *ble*: bleomycin antibiotics gene; *pepA*-L: left-flanking sequence of gene *pepA*; *pepA*-R: right-flanking sequence of gene *pepA*; *pepA*-P: the promoter region of gene *pepA*; *pepA*-T: the terminus region of gene *pepA*; ORF: open reading frame; *POX_f08428*-P: the promoter region of gene *POX_f08428*; *POX_f08428*-T: the terminus region of gene *POX_f08428*; *cxrA*-P: the promoter region of gene *cxrA*; *cxrA*-T: the terminus region of gene *cxrA*.
(TIF) Click here for additional data file.

S8 Fig Filter paper cellulase production of *P*. *oxalicum* mutants Δ*POX_d05270*;*G418*^R+^ and Δ*POX_e06662*;*G418*^R+^. Fungal strains were cultivated on Avicel for 2–4 days after transfer from glucose. Data values indicate means ± standard deviation.
(TIF) Click here for additional data file.

S9 Fig Relative expression of the genes *POX_f08428*, *prmt3 and cxrA* in *P*. *oxalicum* overexpression strains O*POX_f08428*;*G418*^R+^, O*prmt3-gfp*;*G418*^R+^ and O*cxrA-gfp*;*G418*^R+^ as compared with background strain Δ*ku70*, respectively. *P*. *oxalicum* strains pre-grow in glucose medium for 24 h, and the harvested mycelia are transferred into Avicel medium and cultured for 48 h. Gene expression in the overexpression strain is normalized to the level of Δ*ku70*;*hph*^R+^. Data points show mean ± standard deviation. ** *p* < 0.01 and * *p* < 0.05 indicate significant differences between the overexpression strain and background strain, assessed by Student’s *t*-test.
(TIF) Click here for additional data file.

S10 Fig Autoactivation experiment of the PRMT2 in *Saccharomyces cerevisiae*. Serial dilutions of yeast Y2HGold cells carrying pGBKT7-*prmt2* and pGBKT7, pGBKT7+pGADT7-p53, pGBKT7+pGADT7-Lam as controls were cultured on SD/-Trp, SD/-Trp/X-α-Gal and SD/-Trp/X-α-Gal/AbA at 30°C for 4 d.
(TIF) Click here for additional data file.

S11 Fig *In vitro* methylation assay of CxrA_Δ1–60_ by PRMT3. anti-MMA: mono methyl arginine antibody; anti-ADMA: asymmetric dimethyl arginine antibody; anti-DMA: dimethyl arginine antibody; SAM: S-adenosyl-methionine. “+” and “−” indicate the presence or absence of the test protein.
(TIF) Click here for additional data file.

S12 Fig Pearson’s correlation heatmap of Δ*prmt3*;*G418*^R+^ and Δ*cxrA*;*G418*^R+^ transcriptomes compared with that of the background strain Δ*ku70*;*hph*^R+^, grown on Avicel. Total RNA was extracted from the mycelia of each strain after culture in Avicel medium for 24 h, following a transfer from glucose.
(TIF) Click here for additional data file.

S1 Table Primers used in this study. (DOCX) Click here for additional data file.

S1 Dataset List of 997 differentially expressed genes in Δ*prmt3*;*G418*^R+^ compared with the background strain Δ*ku70*;*hph*^R+^, grown on Avicel. (XLSX) Click here for additional data file.

S2 Dataset List of 2552 differentially expressed genes in Δ*cxrA*;*G418*^R+^ compared with the background strain Δ*ku70*;*hph*^R+^, grown on Avicel. (XLSX) Click here for additional data file.

S3 Dataset Data from Figs 1–5, S3, S8 and S9. (XLSX) Click here for additional data file.

# Supplementary material for: Arginine methyltransferases PRMT2 and PRMT3 are essential for biosynthesis of plant-polysaccharide-degrading enzymes in Penicillium oxalicum
**Source:** PLoS Genet. 2023 Jul 31;19(7):e1010867. doi: 10.1371/journal.pgen.1010867

**A**

>CxrA

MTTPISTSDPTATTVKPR<sup>A</sup>RVLACVLCQQR<sup>K</sup>SKCDRKFPANCVR  
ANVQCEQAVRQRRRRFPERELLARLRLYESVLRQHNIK<sup>FDPLHT</sup>  
<sup>M</sup>  
PTADH<sup>R</sup>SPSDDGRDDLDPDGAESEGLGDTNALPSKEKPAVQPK  
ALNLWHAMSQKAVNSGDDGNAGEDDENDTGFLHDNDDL RHAV  
IKKAWN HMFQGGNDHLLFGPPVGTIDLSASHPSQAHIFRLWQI  
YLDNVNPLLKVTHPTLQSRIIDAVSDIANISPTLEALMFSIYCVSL  
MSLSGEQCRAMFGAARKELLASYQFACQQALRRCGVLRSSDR  
ECLTALYLYLV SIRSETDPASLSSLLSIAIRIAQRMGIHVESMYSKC  
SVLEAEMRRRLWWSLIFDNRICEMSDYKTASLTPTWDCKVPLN  
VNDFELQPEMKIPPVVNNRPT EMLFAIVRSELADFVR<sup>HSAFHLNF</sup>  
<sup>P P M PP</sup>  
TNSYLN<sup>T</sup>IA<sup>R</sup>PP<sup>T</sup>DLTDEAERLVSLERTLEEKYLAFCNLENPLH  
FMTIW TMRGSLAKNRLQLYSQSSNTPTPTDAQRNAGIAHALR  
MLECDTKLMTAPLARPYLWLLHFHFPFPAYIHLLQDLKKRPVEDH  
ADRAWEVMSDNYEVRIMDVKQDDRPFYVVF SQIVFQAW EAREK  
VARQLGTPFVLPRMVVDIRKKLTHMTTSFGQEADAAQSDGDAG  
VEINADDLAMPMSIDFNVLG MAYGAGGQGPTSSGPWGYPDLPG  
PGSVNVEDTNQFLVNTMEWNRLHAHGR

B

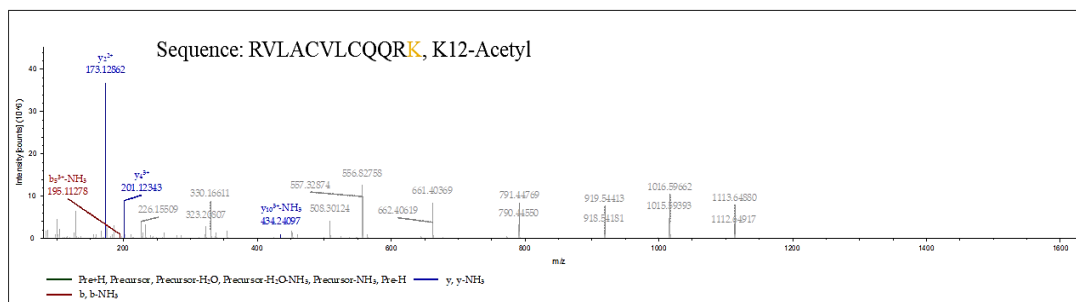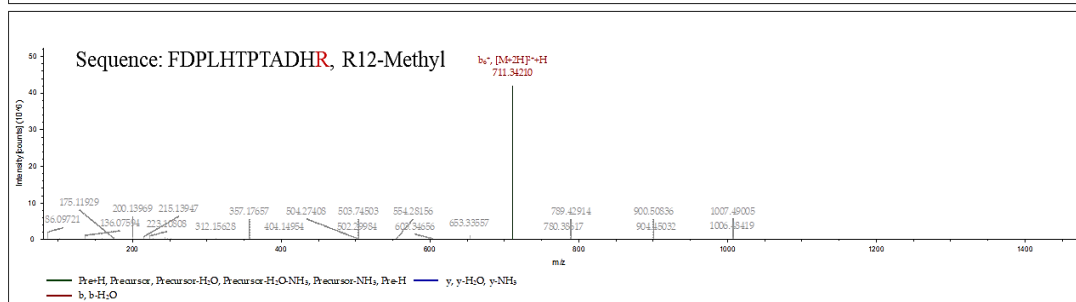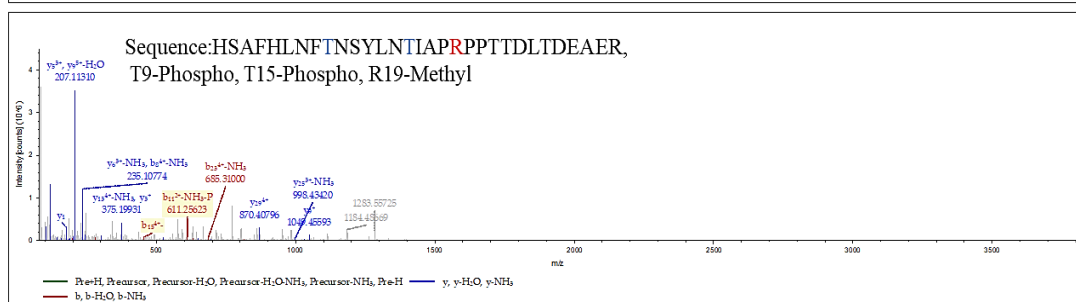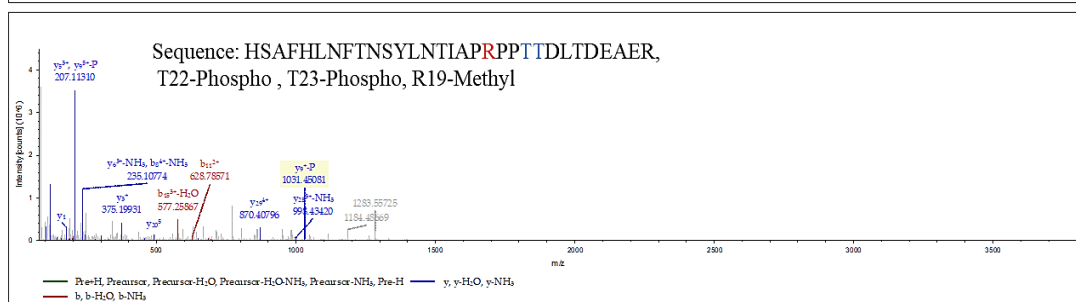

**Supplement:** S4 Fig — (A) Amino acid sequence; residues in yellow were modified. Red P, M and A represent phosphorylation, acetylation, and methylation. (B) Oligopeptides with red color were identified by LC-MS/MS.

# Supplementary material for: Arginine methyltransferases PRMT2 and PRMT3 are essential for biosynthesis of plant-polysaccharide-degrading enzymes in Penicillium oxalicum
**Source:** PLoS Genet. 2023 Jul 31;19(7):e1010867. doi: 10.1371/journal.pgen.1010867
**Supplement:** S1 Table

**S1 Table. Primers used in this study**

How the deposited data were processed for this re-analysis (not part of the article)

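RNA from 3 strains of Penicillium oxalicum, the background strain Δku70 and the deletion mutants Δprmt3 and ΔcxrA, was sequenced in 3 biological replicates each, after 24 h on 2% Avicel. Strains and replicate numbers were taken from the sample labels and the paper. The labels name the Δprmt3 libraries by an identifier other than the paper's; they were mapped to Δprmt3 because it is the only other deletion strain in the paper's RNA-sequencing, and POX_b03080 is listed at 0 or 0.04 in these libraries.

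The authors cleaned the reads with SOAPnuke, mapped them with HISAT2, quantified them with RSEM and Bowtie2, and deposited FPKM values, 1 table for each of the 9 libraries. The authors called DEGs with DESeq2; read counts were not analysed here, so that step was not repeated. The FPKM of S1 Dataset and of the part of S2 Dataset read here differ from the deposited FPKM by at most 0.05.

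FPKM were scaled by the median of ratios to the geometric mean over the 9335 features above 0 in all libraries. Of 11082 features, 504 at 0 in all libraries were left out and 10578 tested, 9363 annotated genes and 1215 loci without an annotated identifier. The values log2(scaled FPKM + 0.1) were fitted in R 4.3.3 with limma 3.58.1 (lmFit, contrasts and eBayes with trend), with Benjamini-Hochberg adjustment for each comparison. Thresholds were an adjusted p-value of 0.05 and an absolute log2 fold change of 1, the paper's. The spread of each feature over the 9 libraries was moderated toward the spread shared across features with 2.38 prior degrees of freedom. Tables and exact tests were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and SciPy 1.17.1.

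Depth is known only in relative terms. The lowest FPKM, multiplied by the RefSeq gene length, gather around the value of 1 fragment, which differed by at most 1.53-fold between libraries, so the depths of the libraries lie within about that range. No counting error can be given for a single value.

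The fit was tested on simulated data for 10578 features with 200 changed by 2 on the log2 scale. The changed features had a mean Δku70 FPKM of at least 1, with as many rises as falls. In the data, 11.2% of annotated genes were called in Δprmt3 and 28.5% in ΔcxrA. The simulation thus does not test many or unbalanced changes, changes near the threshold, or features with low FPKM. It called 168 of the 200, all with the right sign, called 4 unchanged features in the same strain and 0 in the strain without changes, and gave a median size of 2.00 for the changed features.

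Classes of genes came from the annotations of S1 Dataset and S2 Dataset. S2 Dataset was shortened in the text used here, leaving 1998 genes. For transcription factors and sugar transporters, the annotation terms counted were chosen so that the lists have the sizes the paper gives, so the sizes are not an independent result; cel61A was added to the Δprmt3 list because the paper names it, and was not added to the ΔcxrA list, and the lists themselves are the paper's calls on the same libraries. Of the annotated identifiers, 9718 were found in RefSeq assembly ASM172317v3, used only for gene lengths and neighbours. The KEGG annotations were not analysed here.

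The genes named are those the paper names in its RNA-sequencing results, the arginine methyltransferase genes, the deleted genes, and for each mutant the 3 largest rises and the 3 largest falls among called features with a mean FPKM of at least 10 whose mutant libraries all lie beyond all Δku70 libraries. Where a strain is listed at 0 in all its libraries, FPKM are given in place of a fold change. Some other genes are named because of their values, and the text says so.

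The alternatives were FPKM without further scaling, quantile normalization, pseudocounts of 1 and 0.01, a mean FPKM of at least 1, only the 6 libraries of the comparison, the replicate number as a block, a robust eBayes, an unadjusted p-value, and leaving out each replicate in turn. The pairing for the block comes from the replicate numbers of the labels. The strains, designs and these alternatives were set before the data were examined; leaving out the loci without an annotated identifier, and leaving out features that differ over 10-fold between replicates, were added after seeing the data.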

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

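The tests of POX_d05270, of loci with a pseudocount of 1, of ribosomal RNA, of libraries prepared apart, of single Δku70 libraries and of the nearest library on unlogged FPKM were chosen only after the results were seen.

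The files hold loci without an annotated identifier that the paper does not discuss. Of these, 130 were called in Δprmt3 and 472 in ΔcxrA. With a mean FPKM of at least 1, 84.6% of the loci called in Δprmt3 and 78.4% of those called in ΔcxrA were still called, but a locus near 0 in one strain passes this filter by its own change. With a pseudocount of 1, 53.8% and 71.8% were still called, against 86.8% and 89.4% of the annotated genes, so part of these calls rests on values near the pseudocount. What the loci encode was not analysed here.

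Some features outside those the paper discusses differed over 10-fold between replicates of one strain. There were 102 among the 7365 features with a mean FPKM of at least 10. The locus with the highest FPKM of all loci without an annotated identifier was at 36593, 38599 and 40175 FPKM in the Δprmt3 libraries. It was at 5.01, 34724 and 5.09 FPKM in the Δku70 libraries and at 16793, 17968 and 7.95 in the ΔcxrA libraries. POX_u09934, on unplaced sequence, was at 14685, 12583 and 13322 FPKM in the Δprmt3 libraries and at 209, 13154 and 191 in the Δku70 libraries. Both features were thus high in all Δprmt3 libraries but, among the Δku70 libraries, only in replicate 2. This split of the libraries partly follows the strains. Other loci without an annotated identifier went the other way between the same libraries. The locus numbered 7505 was at 10380, 2522 and 5587 FPKM in the Δku70 libraries and at 24.6, 502 and 4556 in the ΔcxrA libraries. Those numbered 7495, 7496, 7504 and 7509 had the same order of libraries. All these features were chosen after their values were seen. Of the 102, 75 are annotated genes on chromosomes, 5 are annotated on unplaced sequence and 22 are loci without an annotated identifier. For those on unplaced sequence, a candidate explanation is ribosomal RNA left in some libraries; it was not tested for the others. Of 8 predicted genes on unplaced sequence that RefSeq dropped, which lie beside ribosomal RNA genes in number order, 5 are among these features, against 0 of 13 that RefSeq kept (Fisher's exact test, two-sided p = 0.0028). Fisher's test treats genes as independent, but POX_u09930, POX_u09934 and POX_u09935 were high and low in the same libraries. Its p-value therefore overstates the evidence. The sequence of the features on unplaced sequence was not analysed here. A mislabelled library was tested: on log2(scaled FPKM + 0.1), all 9 libraries were nearest to a library of their own strain by Pearson's coefficient. On unlogged scaled FPKM this held for 8, and Δku70 replicate 2 was nearest to Δprmt3 replicate 3 (0.800, against 0.686 and 0.683 with the other Δku70 libraries). The deleted gene prmt3 was at 24.9 FPKM in Δku70 replicate 2 and at 0 in Δprmt3 replicate 3. The 102 features hold 1.91% to 7.34% of the FPKM in Δku70 libraries and 11.2% to 11.7% in Δprmt3 libraries, which lowers the FPKM of other genes before scaling. Leaving them out of the scaling changed no factor by more than 0.0998%, but a median over 9335 features hardly can change, so this does not show whether they shift other genes. Whether libraries were prepared or sequenced apart could not be settled, since neither the labels nor the paper name batches. The value of 1 fragment differed by up to 1.39-fold between replicates of a strain. FPKM is already relative to depth, so this ratio does not bear on differences over 10-fold. Against each Δku70 library alone, at least 89.8% of the annotated genes called in Δprmt3 kept their direction and a change over 1 on the log2 scale; the genes were called against the mean of these libraries, so this does not tell whether libraries were prepared apart. No biological explanation was tested.

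Several rises were among the largest in the data, and the paper's text does not discuss these genes. By the rule set for named genes, POX_h09439 rose by 9.84 on the log2 scale in Δprmt3 and by 8.04 in ΔcxrA. POX_b02614 rose by 9.76 in Δprmt3 and by 7.90 in ΔcxrA. POX_h09436 was listed at 0 in all Δku70 libraries and had a mean FPKM of 91.7 in Δprmt3 and 22.5 in ΔcxrA. In ΔcxrA, POX_a01078, the locus numbered 6068 and POX_g08587 were listed at 0 in all Δku70 libraries and had a mean FPKM of 145, 129 and 46.4. The largest falls by the rule were those of POX_c04595 (-9.88), the locus numbered 3433 (-8.94) and POX_b02217 (-8.91) in Δprmt3, and of POX_e06160 (-11.33), POX_c04241 (-9.94) and POX_b02217 (-9.86) in ΔcxrA. Their sizes depend on the pseudocount, since the libraries of the mutant are at 2.05 FPKM or less. POX_e06160 and POX_c04241 were also lower in Δprmt3, at -6.47 and -5.52 on the log2 scale. The 6 genes of each mutant, rises and falls, stayed past the thresholds under the 3 scalings, but changes of this size could not have been undone by them, so this shows no stability. Chosen after their values were seen, POX_h09441 rose by 9.21 in Δprmt3 and 7.03 in ΔcxrA, POX_b02060 by 8.20 and 6.34, POX_f07575 by 5.04 and 2.88, and a locus without an annotated identifier by 7.90 and 6.04. These genes varied within Δku70: POX_b02060 was at 13.3, 162 and 132 FPKM there. Both mutants carry the G418 resistance marker and Δku70 does not, so for genes that changed alike in both mutants an effect of the marker was not separated from an effect of the deletions. An effect shared by both mutants does not account for POX_c04595, at -0.03 on the log2 scale in ΔcxrA, the locus numbered 3433, at 1.33 there, or the locus numbered 6068, listed at 0 in all Δprmt3 libraries.

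The arginine methyltransferase gene POX_d05270 rose by 2.36 on the log2 scale in ΔcxrA, which the paper's text does not mention. Reads shared with the paralog prmt3 were tested: without prmt3 the gene would fall if it took its reads, and its log2 fold change in Δprmt3 was 0.77. Under quantile normalization the rise in ΔcxrA was 2.35; leaving out the scaling does not test a rise there. An effect of CxrA on POX_d05270 may therefore be a hypothesis to test, found and tested on the same data.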

How the results depend on the processing

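No test in this part was chosen after the result was seen, except leaving out the loci without an annotated identifier and leaving out the features that differ over 10-fold between replicates.

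Of 21 summary results, 16 did not change under any alternative run for them; the counts within gene lists and the log2 fold change of prmt2 were not run with an unadjusted p-value or with features left out. A count was taken as changed when it moved over 1.5-fold, a log2 fold change when it crossed a threshold or changed sign, and the correlation when it moved by more than the SD of the replicate pairs, 0.00542. The number of features called in Δprmt3 ranged from 982 to 1356, in ΔcxrA from 2659 to 3662, in both mutants from 643 to 855, and between the mutants from 2628 to 3968. On FPKM without further scaling, the annotated genes called in ΔcxrA were 2246 up-regulated and 849 down-regulated, and those higher and lower in ΔcxrA than in Δprmt3 were 2729 and 594, against 1418 and 1205 with scaling. The median annotated gene moved by 0.42 in ΔcxrA and by 0.57 between the mutants without scaling, which is the shift the scaling takes out. Which scaling is right cannot be settled from FPKM alone.

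The lowest Pearson coefficient between replicates was 0.683 on unlogged FPKM, 0.940 with a mean FPKM of at least 1 and 0.972 with a pseudocount of 1, and Spearman's rho was 0.973. The lowest pair on unlogged FPKM is Δku70 replicates 2 and 3.

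Of 58 log2 fold changes of named genes, 16 changed under at least 1 alternative, with 25 changes to weaker, 2 to stronger and 10 to reversed. The reversed ones were not called with the main setting. The log2 fold change of eg1 in ΔcxrA was 0.0277 on FPKM without further scaling and 0.0733 under quantile normalization, and that of POX_c04019 in ΔcxrA was 0.13 and 0.45. In Δprmt3, POX_d05671 was at -0.13 and -0.63 under these, and from -0.14 to 0.28 across the fits that each left out 1 replicate, and POX_d04867 was at -0.25 under quantile normalization. Without scaling, the median annotated gene was at 0.42 in ΔcxrA and -0.13 in Δprmt3, so the reversals without scaling follow a shift of all genes. Why quantile normalization or a left-out replicate reversed a sign was not tested.

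Same-numbered libraries did not deviate together: the correlation of their deviations from the strain means lay between -0.069 and 0.059. With the replicate block, 1114 features were called in Δprmt3, 3117 in ΔcxrA, 723 in both and 3114 between the mutants.

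Chosen after seeing the data, leaving out the loci without an annotated identifier gave 1047, 2659, 685 and 2628 genes for these comparisons, and leaving out the features that differ over 10-fold between replicates gave 1163, 3115, 742 and 3148.

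Read counts were not analysed here, so the counting error of genes with low FPKM, such as POX_e06434, is not known.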

Differences from the paper's values

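No test in this part was chosen after the result was seen.

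The lowest Pearson coefficient between replicates of a strain was 0.947 on log2(scaled FPKM + 0.1), where the paper states a value above 0.97. Of the alternatives set before the data were examined, a pseudocount of 1 (0.972) and Spearman's rho (0.973) came above the paper's value; unlogged FPKM (0.683) and a mean FPKM of at least 1 (0.940) did not. The paper's text does not name the scale.

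For POX_e06434 in Δprmt3 the log2 fold change was -1.77, and the paper's S1 Dataset gives -2.36. The gap was within the replicate spread on FPKM without further scaling (-1.84), with a pseudocount of 0.01 (-2.18), without Δku70 replicate 3 (-2.07) and without Δprmt3 replicate 1 (-1.82), and not under the other alternatives set before the data were examined; a mean FPKM of at least 1 leaves the gene out. For the same gene in ΔcxrA the log2 fold change was -2.30, and the paper's S2 Dataset gives -3.21. Quantile normalization (-3.14) and a pseudocount of 0.01 (-3.13) closed the gap, and the other alternatives set before the data were examined did not.

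Of the 128 transcription factor genes listed from the part of S2 Dataset read here, POX_e06695 was not called. Its log2 fold change was -1.03, with an adjusted p of 0.074 from limma. It was called under quantile normalization, with the replicate block, without Δku70 replicate 1 and with the adjustment over the list alone; the adjusted p ranged from 0.025 to 0.24 over the alternatives.

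Of the 997 genes of the paper's S1 Dataset, 945 were also called and 52 were not, and 99 annotated genes were called that it does not list. Of the 1998 genes of S2 Dataset read here, 1943 were also called and 55 were not. No gene of either list had the opposite sign. In the paper's text bgl1 and cel61A lie within a range of log2 fold changes in Δprmt3 that neither main value reaches. The gene bgl1 was at -1.24, where the paper's S1 Dataset gives -1.25, and cel61A at -1.36, where it gives -1.42. The lowest values over the alternatives were -1.401 for bgl1, only just inside the range, and -1.58 for cel61A, also inside it. The paper's largest fold changes of transcription factor genes in Δprmt3 have no counterpart here, because POX_a01877 and POX_d05821 are listed at 0 in all libraries of a strain.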

Other observations

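The tests of the scaling for prmt2 were chosen only after the result was seen.

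Other splits of the 6 libraries of each comparison were fitted. Replicate numbers are shared, so the real split was set against the 4 splits that part all 3 same-numbered pairs; the remaining splits of the 10 part only 1 such pair. In Δprmt3 against Δku70, 1 of the 4 splits, the real one, gave 982 features or more; in ΔcxrA against Δku70 and in ΔcxrA against Δprmt3 it was again 1 of 4, with 3133 and 3118 features. For the cellulase and xylanase genes, the transcription factor genes and the sugar transporter genes it was also 1 of 4 in each mutant. The smallest share possible is 1 of 4 among these splits and 1 of 10 among all, and neither can fall under 0.05, so on this test alone the counts of features cannot be told apart from a grouping by luck. No other split of the 10 called more than 9 features in Δprmt3 against Δku70, or more than 4 in the other comparisons. Each other split mixes both strains within its groups, which adds the strain differences to the spread and keeps calls few. These splits thus do not show how many features arise without strain differences.

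For the features called in both mutants, 100 of 108 regroupings with 1 library of each replicate number per group were drawn. As many as the real 753 were called in both in 5 of the 100, the real one included. In the other 4, up to 2245 features were called, and each had the 3 ΔcxrA libraries as the reference group. These 4 keep a whole strain together and so carry a difference between strains. The other regroupings drawn with the 3 Δku70 libraries as the reference group gave 354 and 348, and those with the 3 Δprmt3 libraries as the reference group gave 707, 190, 181 and 173. Without a whole strain as the reference group, no regrouping drawn gave more than 3. Their reference groups mix strains, which widens the spread in the same way, so these low counts follow largely from the design. The median of the regroupings other than the real one was 0. The count of 5 in 100 does not set the overlap apart from regrouping, and it is not a count without strain differences.

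That the mutants change in the same direction could come from the shared Δku70 libraries. With Δku70 libraries of its own for each mutant, the correlation of the log2 fold changes across genes was 0.403 on average over 6 arrangements, from 0.381 to 0.428, against 0.497 with shared libraries. The average fall stayed under the limit of 0.1 set beforehand, though only just, and single arrangements exceeded it; fewer Δku70 libraries per mutant also add noise. Part of the correlation is thus lost, and most remains. Separate Δku70 libraries do not remove an effect of the G418 resistance marker, which both mutants carry and Δku70 does not.

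The rise of prmt2 in ΔcxrA was tested against the scaling of the libraries. Of the 3 scalings, the median of ratios itself gave the lowest log2 fold change, 1.11. Without scaling nearly all genes move up in ΔcxrA, so that setting does not test a rise; under quantile normalization the log2 fold change was 1.24.

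The genes beside the deleted genes were examined for an effect of the marker that replaced the deleted gene. Of the 4 neighbours, 2 were called, both beside POX_a00763 in ΔcxrA: POX_a00762 had a log2 fold change of -3.23 and POX_a00764 of -1.47. POX_a00764 is annotated as an endo-1,4-β-glucanase and belongs to the 27 cellulase and xylanase genes listed for ΔcxrA, of which 26 were lower. Neither neighbour of prmt3 was called in Δprmt3. An effect of the replacement on the neighbours may be one explanation, but 28.5% of all annotated genes were called in ΔcxrA, so these calls can also arise without it, and the explanations were not told apart.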
